# Translational profiling reveals novel gene expression changes in the direct and indirect pathways in a mouse model of levodopa induced dyskinesia

**DOI:** 10.3389/fncel.2024.1477511

**Published:** 2025-03-12

**Authors:** Sabika Jafri, Mahdi Ghani, Natalie Stickle, Carl Virtanen, Lili-Naz Hazrati, Naomi P. Visanji

**Keywords:** Parkinson's disease, levodopa, dyskinesia, gene expression, MAPK pathway

## Abstract

**Introduction:**

The molecular mechanisms underlying L-dihydroxyphenylalanine (LDOPA) induced dyskinesia in Parkinson's disease are poorly understood. Here we employ two transgenic mouse lines, combining translating ribosomal affinity purification (TRAP) with bacterial artificial chromosome expression (Bac), to selectively isolate RNA from either DRD1A expressing striatonigral, or DRD2 expressing striatopallidal medium spiny neurons (MSNs) of the direct and indirect pathways respectively, to study changes in translational gene expression following repeated LDOPA treatment.

**Methods:**

6-OHDA lesioned DRD1A and DRD2 BacTRAP mice were treated with either saline or LDOPA bi-daily for 21 days over which time they developed abnormal involuntary movements reminiscent of dyskinesia. On day 22, all animals received LDOPA 40min prior to sacrifice. The striatum of the lesioned hemisphere was dissected and subject to TRAP. Extracted ribosomal RNA was amplified, purified, and gene expression was quantified using microarray.

**Results:**

One hundred ninety-five significantly varying transcripts were identified among the four treatment groups. Pathway analysis revealed an overrepresentation of calcium signaling and long-term potentiation in the DRD1A expressing MSNs of the direct pathway, with significant involvement of long-term depression in the DRD2 expressing MSNs of the indirect pathway following chronic treatment with LDOPA. Several MAPK associated genes (*NR4A1, GADD45G, STMN1, FOS*, and *DUSP1*) differentiated the direct and indirect pathways following both acute and chronic LDOPA treatment. However, the MAPK pathway activator *PAK1* was downregulated in the indirect pathway and upregulated in the direct pathway, strongly suggesting a role for *PAK1* in regulating the opposing effects of LDOPA on these two pathways in dyskinesia.

**Discussion:**

Future studies will assess the potential of targeting these genes and pathways to prevent the development of LDOPA-induced dyskinesia.

## 1 Introduction

Since its first use in the early 1960's, dopamine replacement, using the dopamine precursor L-dihydroxyphenylalanine (LDOPA), has remained the most effective therapy for the motor symptoms of Parkinson's disease (PD). However, following long-term treatment with LDOPA, >90% of PD patients develop highly debilitating abnormal involuntary movements termed LDOPA induced dyskinesia (LID) (Obeso et al., 2000; Fabbrini et al., 2007; Rascol, 2000; Fabbrini and Guerra, 2021). In 2014 a Priority Setting Partnership, commissioned by Parkinson's UK, identified LID as 3rd of 96 unmet needs in PD (Deane et al., 2015). The socioeconomic impact of LID places an enormous burden on the patient, caregiver and healthcare system (Dodel et al., 2001), however, as the pathogenesis of LID is poorly understood, treatment options are very limited (AlShimemeri et al., 2020). Once developed, LID is virtually impossible to reduce or reverse and sensitivity to developing dyskinesia on re-exposure persists even after long periods of treatment discontinuation.

Behavioral sensitization to repeated LDOPA treatment is also seen in animal models of PD (Bezard et al., 2001; Lundblad et al., 2002, 2005, 2004; Angela Cenci and Lundblad, 2007; Jenner, 2008). In the 6-hydroxydopamine (6-OHDA) lesioned rodent, sensitization to repeated LDOPA treatment leads to abnormal involuntary movements (AIMs) reminiscent of LID. These rodent behaviors have been shown to have a similar pharmacology to LID in humans (Lundblad et al., 2005). Extensive studies in these animal models have revealed that dopamine can directly modulate the functioning of the striatum and that the pathophysiology of LID involves a wide range of changes in the basal ganglia which have been characterized using a variety of methods. These studies have found that both presynaptic and postsynaptic mechanisms are important in governing the manifestation of LID, with changes in the regulation of several genes as well as alterations in the electrophysiological activities of striatal circuits and synaptic plasticity (Huot et al., 2013; Spigolon and Fisone, 2018; Mosharov et al., 2015; Surmeier et al., 2014; Borgkvist et al., 2018; Hutny et al., 2021).

Overstimulation of postsynaptic dopamine receptors located on GABAergic medium spiny neurons (MSNs) in the dorsal striatum of the basal ganglia have been shown to be the site of the initial generation of LID (Fisone and Bezard, 2011). The MSNs form two distinct projection pathways, exerting opposing effects on motor activity: the direct DRD1A dopamine receptor expressing pathway projects to the substantia nigra pars reticulata and medial globus pallidus and promotes locomotion, whereas the indirect DRD2 dopamine receptor expressing pathway projects to the lateral globus pallidus and inhibits locomotion (Albin et al., 1989; Alexander and Crutcher, 1990). To fully understand how dopaminergic stimulation at the level of the MSNs leads to the development of LID, it is vital to study the molecular responses of these two distinct populations of MSNs to LDOPA in isolation (Cenci et al., 2018; Ryan et al., 2018). However, striatal MSNs are both anatomically intermixed and morphologically indistinguishable (Calabresi et al., 2014), thus an inability to adequately discriminate the MSNs of the direct and indirect pathways has been a significant roadblock to the full understanding of the development of LID. In the present study, and as we have previously, we have made use of two transgenic mouse lines combining translating ribosomal affinity purification (TRAP) with bacterial artificial chromosome (Bac) technology to purify RNA from either DRD1A expressing striatonigral MSNs or DRD2 expressing striatopallidal MSNs (Heiman et al., 2008, 2014b; Visanji et al., 2015; Dougherty, 2017). Bac mice that express enhanced green fluorescent protein (EGFP) under the control of either the DRD1A or DRD2 receptor promoter were originally developed as part of a groundbreaking initiative led by the National Institute of Neurological Disorders and Stroke Gene Expression Nervous System Atlas project (Heintz, 2001; Gong et al., 2003; Gerfen et al., 2013). These mice express EGFP in the same spatiotemporal pattern as the endogenous DRD1A or DRD2 protein. Thus, visualization of EGFP expression confirmed that DRD1A-bac mice selectively express EGFP in the medial globus pallidus and Substantia nigra pars reticulata (the terminal fields of the direct pathway) and DRD2-bac mice selectively express EGFP in the lateral globus pallidus (the terminal field of the indirect pathway) (Valjent et al., 2009; Gerfen, 2006; Thibault et al., 2013). Since their advent these innovative Bac mice have been employed in a wide range of studies requiring the segregation of striatal MSNs of the direct and indirect pathways (Valjent et al., 2009; Thibault et al., 2013). Subsequently, Heiman et al. combined these bac lines with their innovative TRAP methodology to generate BacTRAP mice that express an EGFP tagged L10a ribosomal subunit under the control of either the DRD1A or DRD2 receptor promoter, resulting in the expression of EGFP-L10a in the MSNs of either the direct or indirect pathway, respectively (Heiman et al., 2008; Emery and Barres, 2008). Characterization of the expression of EGFP-L10a in these DRD1A and DRD2 BacTRAP lines confirmed the selective expression of EGFP in the MSNs of the direct and indirect pathway terminal fields respectively (Heiman et al., 2008). In addition, striatal EGFP in DRD2 BacTRAP mice was shown to colocalize with enkephalin, a well established marker for MSNs of the indirect pathway whereas in DRD1A BacTRAP animals there was no colocalization with enkephalin (Heiman et al., 2008). The EGFP-L10a subunits of the MSNs of both the direct and indirect pathways can be purified along with the associated mRNA which can then be profiled using microarray to reveal differences in translational RNA expression in these two distinct cell populations. Indeed, translational profiling in these two mouse lines has previously identified >70 transcripts enriched in the indirect pathway and >150 transcripts enriched in the direct pathway, as well as validating the differential expression of known markers that distinguish these two cell populations (Heiman et al., 2008).

Here, we employ a widely used model of LID in 6-OHDA lesioned rodents, using two transgenic mouse lines to selectively identify changes in translational gene expression induced by chronic LDOPA in either DRD1A expressing striatonigral (direct pathway) or DRD2 expressing striatopallidal (indirect pathway) MSNs and reveal mechanisms underlying LID that might aid the development of preventative strategies for one of the major challenges in the treatment of PD.

## 2 Methods

### 2.1 Transgenic mice

All animal use was in accordance with approved local institution protocol and the regulations defined by the Canadian Council on Animal Care. Two Bac transgenic mouse lines were obtained from The Rockefeller University, New York, NY, USA. Both transgenic mouse lines express an EGFP-L10a fusion protein either under the control of the DRD1A (line CP73) or DRD2 (line CP101) promoter. For a full description of the mice, please refer to Doyle et al. (2008). Both lines were on a C57BL/6J/Swiss-Webster background and were maintained as transheterozygous. Our study comprised 4 experimental groups based on two factors; MSN type (Drd1 EGFP-L10a expressing, DRD2 EGFP-L10a expressing) and LDOPA treatment (acute or chronic). The number of animals in each group was as follows: Acute LDOPA Drd1a (7), Acute LDOPA Drd2 (8), chronic LDOPA Drd1a (4), chronic LDOPA Drd2 (4). The number of sample replicates was 1.

### 2.2 6-hydroxydopamine (6-OHDA) lesioning of the median forebrain bundle (MFB)

All animals were lesioned at 35 days of age. Thirty minutes prior to lesioning, animals received desipramine (25 mg/kg) and pargyline (5 mg/kg) intraperitoneally (i.p.) (Both Sigma Aldrich). Under anesthesia (isoflurane), 6-OHDA (3 μg in 0.6 μl) (Sigma Aldrich) was infused unilaterally into the medial forebrain bundle (MFB) at a flow rate of 0.2 μl/min at the following coordinates from Bregma: AP −1.2, ML −1.1, DV −5.0 mm, according to the mouse brain atlas (Paxinos and Franklin, 2013). The needle was left *in situ* for 5 min before being retracted. Animals had a 14-day recovery period during which time they were administered 3 ml/day lactated ringers containing 5% dextrose and kept on heat pads until they were able to maintain a stable body weight. Fourteen days post-lesion, all animals were assessed for rotational bias by measuring spontaneous full rotations contraversive and ipsiversive to the lesioned hemisphere over a 10 min period in glass cylinders. Post-mortem, lesion efficiency was assessed by calculating nigral tyrosine hydroxylase (TH) immunoreactive cell loss. Following fixation in 4% paraformaldehyde, blocks encompassing the entire midbrain were embedded in paraffin and 5 μm-thick serial sections were taken from −3.08 and −3.28 mm relative to bregma, according to the mouse brain atlas (Paxinos and Franklin, 2013). Briefly, endogenous peroxidase was blocked with 3% hydrogen peroxide, antigen retrieval was done using 10 mM citrate buffer at pH 6.0, and sections were stained overnight with rabbit polyclonal antibody to TH (Novus Biologicals) at 1/1,500 dilution. The staining was finished with Vector's Peroxidase ImmPRESS detection system, the color was developed by 3,3′-Diaminobenzidine, and sections were counterstained with Mayer's hematoxylin prior to being coverslipped. TH positive cells were counted manually and defined as those with a brown cell membrane and distinct lighter rounded cell body.

### 2.3 LDOPA treatment and abnormal involuntary movement (AIMS) analysis

All animals were administered either vehicle, or LDOPA methyl ester/benserazide (6/15 mg/kg; Sigma Aldrich) i.p. twice daily (>6 h apart) for 21 days. On days 1, 7, 14 and 21 of treatment, animals were assessed for abnormal involuntary movements (AIMs). Immediately post treatment, animals were placed in single cages and their behavior was observed for 1 min every 20 min for a period of 2 h. On day 22, animals were observed for a period of 1 min 40 min post treatment with LDOPA/benserazide (6/15 mg/kg). The AIMs scale, as described in detail by Angela Cenci and Lundblad (2007), was used to assess the level of dyskinesia. Briefly, there were three categories of scored AIMs: axial, limb, and orofacial. Each category was rated on a scale of 1–4 based on the maximum severity of behavior observed in each 1 min period. Please refer to Supplementary Table 1 for a full description of each AIMs category and rating.

### 2.4 Translating ribosome affinity purification (TRAP)

On day 22, all animals were sacrificed 40 min post treatment with LDOPA/benserazide (6/15 mg/kg). Mice were killed by cervical dislocation and the striatum of the lesioned hemisphere was quickly dissected on ice. TRAP was performed and analyzed from each individual mouse striatum. Dissected striata from each mouse were individually homogenized, using a motor driven Teflon-glass homogeniser, in ice cold lysis buffer (20 mM HEPES KOH, 5 mM MgCl_2_, 150 mM KCL, 0.5 mM DTT, 100 μg cyclohexaminde, 40 U/ml Rnasin and protease inhibitor cocktail, pH 7.4). A post-nuclear supernatant was prepared by centrifugation at 2,000*g* at 4°C for 10 min to which 1% NP-40 (EMD Millipore, Billerica, Massachusetts) and 30 mM 1,2-diheptanoyl-sn-glycero-3-phosphocholine (DHPD, Avanti Polar Lipids, Alabaster, AL) was added. Finally, a post mitochondrial supernatant was prepared by centrifugation at 20,000*g* at 4°C for 10 min. Striatal homogenates were immunoprecipitated by end-over mixing for 30 min at 4°C with Dynal protein G magnetic beads (Invitrogen, Carlsbad, CA) pre-coated with 50 μg each of two anti-GFP antibodies (clones 19C8 and 19F7, Memorial Sloane Kettering, NYC, NY). Following immunoprecipitation, beads were collected using a magnetic rack and washed four times with an ice-cold high salt buffer (20 mM HEPES-KOH, 5 mM MgCl_2_, 350 mM KCL, 0.5 mM DTT, 1% NP-40, 100 μg cyclohexaminde, pH 7.4). RNA was extracted from the beads and purified according to the manufacturer‘s instructions using an Absolutely RNA nanoprep kit (Stratagene, La Jolla, CA) with in column DNA digestion and frozen prior to gene expression profiling being performed. The quantity of RNA was determined using a Nanodrop 1000 spectrophotometer (Wilmington, DE) and the quality was determined using an Agilent 2100 Bioanalyzer (Foster City, CA).

### 2.5 Microarray

One nanogram of extracted RNA from each striatal sample (Stratagene/Agilent) was amplified using the WT-Ovation Pico RNA amplification System Version 1.0 (Nugen) and cDNA was run on a bioanalyzer (Agilent) for quality control. All samples had a RIN number of >6.3. 3.5 μg cDNA was biotin labeled (Nugen Illumina) 1.5 μg of cDNA was hybridized to the Illumina Mouse WG-6 V2.0 BeadChip containing 45,821 probes. BeadChips were incubated at 48°C with a rotation speed of 5 for 18.0 h of hybridization. BeadChips were then washed and stained as per Illumina protocol and scanned on the iScan (Illumina). Data files were quantified in GenomeStudio Version 2010.2 (Illumina). All samples passed Illumina's sample dependent and independent quality control metrics. Data were further checked for overall quality using R (v2.14.1) with the Bioconductor framework and the LUMI package installed. There were no discernible outliers.

### 2.6 Pathway analysis

Enrichr (http://amp.pharm.mssm.edu/Enrichr/) was applied to identify significant Kyoto Encyclopedia of Genes and Genomes (KEGG) defined pathways associated with the set of differentially expressed genes in each experimental group.

### 2.7 Quantitative real-time RT-PCR

Remaining cDNA from the amplified product used for microarray was used for RT-PCR. PCR was performed using Promega GoTaq qPCR mastermix according to the manufacturer's instructions (Promega, Madison, WI). Each reaction comprised 1 ng cDNA, 12.5 μl GoTaq and 0.2 μM final concentration of each primer. Cycling and detection were carried out using an Applied Biosystems 7500 Real Time PCR System and data quantified using Sequence Detection Software Version 1.4 (Applied Biosystems, Carlsbad, CA). PCR was performed for a total of 40 cycles (95° for 15 s, 60° for 60 s) followed by a dissociation stage. Each sample was assayed in duplicate. All data were normalized to Actin and quantification was carried out via the absolute method using standard curves generated from pooled cDNA representative of each sample to be analyzed. Please refer to Supplementary Table 2 for a complete list of all primers used in the present study.

### 2.8 Statistical analysis

#### 2.8.1 Gene expression analysis

Data was imported into Genespring v12v12.0 (Agilent) for analysis and normalized with a quantile normalization followed by a median centering. All data analysis and visualization were performed on log_2_ transformed data. There were 4 groups overall split into two factors: MSN type (Drd1 EGFP-L10a expressing, DRD2 EGFP-L10a expressing) and LDOPA treatment (acute or chronic). Data was first filtered to remove the confounding effect probes that show no signal may have on subsequent analysis. Only probes that were in the upper 80th percentile of the distribution of intensities in 100% of any of the one of four above groups were allowed to pass through this filtering. The final set for analysis contained 32,362 probes. To find those genes that statistically varied with the greatest confidence between sample groups, a one-way ANOVA with a Benjamini–Hochberg False Discovery Rate (*q* < 0.05) was used. In order to look for specific comparisons of interest a *post-hoc* Tukey's Honest Significant Difference (HSD) test was used after the ANOVA.

#### 2.8.2 AIMS and RT-PCR data analysis

Total AIMS data at 1, 7, 14 and 21 days were analyzed using a two-way ANOVA with Šídák's multiple comparisons test. Individual AIMS components on day 22 were analyzed using Kruskal–Wallis test followed by Dunn's Multiple Comparison Test. RT-PCR data were analyzed using a one-way ANOVA with Bonferroni's Multiple Comparison Test. Significance was set at *P* < 0.05. Analysis was performed using Prism 5 (GraphPad, La Jolla, CA).

## 3 Results

### 3.1 Characterization of 6-OHDA lesion of the nigrostriatal pathway and abnormal involuntary movements following chronic treatment with LDOPA in Drd1 and Drd2 EGFP-L10a Bac mice

Successful lesion of the nigrostriatal pathway was confirmed both behaviorally and histologically. Thus, 14 days post-lesion, all animals were assessed for rotational bias by measuring spontaneous full rotations contraversive and ipsiversive to the lesioned hemisphere over a 10 min period in glass cylinders. All animals included in the study displayed a ≥90% ipsiversive rotational bias (see Supplementary Table 3). Post-mortem, lesion efficiency was assessed by calculating nigral tyrosine hydroxylase (TH) immunoreactive cell loss. All animals included in the study had a ≥90% loss of tyrosine hydroxylase immunoreactive cells in the lesioned hemisphere as compared to the intact hemisphere (see Supplementary Table 3).

A timecourse illustrating the development of AIMS over the 21 day treatment period is shown in Supplementary Figure 1A. On day 22, animals from all 4 treatment groups exhibited AIMS. However, both DRD1A and DRD2 animals treated with chronic LDOPA exhibited significantly higher levels of AIMs compared to animals in the acute treatment group who had been treated with saline for 21 days (Supplementary Figures 1B–D). No orofacial AIMS were observed therefore these data are not shown. There was no significant difference in the total of peak dose AIMs between Drd1 and Drd2 EGFP-L10a Bac mice.

### 3.2 Striatal gene expression analysis following acute or chronic treatment with LDOPA in DRD1A and DRD2 EGFP-L10a Bac mice

To find the genes that statistically varied with the greatest confidence between sample groups, a one-way ANOVA with a Benjamini-Hochberg False Discovery Rate (*q* < 0.05) was used. 

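The measurements are mRNA bound to tagged ribosomes of striatal neurons. BacTRAP mice carry the ribosomal protein L10a fused to EGFP, expressed in DRD1A cells of the direct pathway or in DRD2 cells of the indirect pathway. Translating ribosome affinity purification (TRAP) pulls down the tagged ribosomes with their mRNA from the striatum of each mouse. Mice with a unilateral 6-OHDA lesion received either LDOPA at 6 mg/kg with benserazide at 15 mg/kg, 2 doses a day, for 21 days (chronic LDOPA) or saline for the same time (acute LDOPA), and all received LDOPA on day 22, 40 min before the striatum was taken. By the labels, the arrays numbered 7 for DRD1A acute, 8 for DRD1A chronic, 4 for DRD2 acute and 4 for DRD2 chronic LDOPA. The labels give the line, treatment and array but no mouse, and the paper states that the striatum of each mouse was processed individually. RNA was amplified and hybridized to Illumina Mouse WG-6 BeadChips, which measure each probe as the mean fluorescence of about 43 beads, the median number per array being 42 to 44. Between 13114 and 17443 of 45281 probes per array had a signal above background at a detection p under 0.05, and the median signal of an array lay between 122 and 165.5. The number of arrays limits the precision, most of all for the DRD2 groups. The authors exported unlogged signals without background subtraction and applied quantile normalization and then median centering. They kept probes above the 20th percentile in all arrays of any group, and compared groups by an analysis of variance followed by Tukey's HSD test. Here the same unlogged signals were quantile normalized, put on the log2 scale and filtered by the rule that the methods give, which kept 32255 probes (71.2%). Groups were compared with limma, which pools information on the spread across probes, and p-values were adjusted over all probes kept by the Benjamini-Hochberg method. A log2 difference of 1 is a doubling of normalized signal. Replicates are named by the number of the BeadChip and the position of the array on it, as in 1D. The DRD2 chronic LDOPA arrays 1D and 4A were nearly the same. Their correlation over the 32255 probes kept was 0.990, against at most 0.928 for any other of the 253 pairs of arrays. Over 5585 probes detected on every array at a detection p under 0.01, the standard deviation of their log2 difference was 0.23, against at least 0.54. The pair still differed by more than the scatter of the beads, with 20.5% of probes beyond a bead noise range expected to leave out 5%, against at least 57.7% for other pairs. The labels list 1D and 4A as separate samples. Because their likeness makes it doubtful that they are independent, they were averaged into 1 sample, which leaves 22 samples and n = 3 for DRD2 chronic LDOPA. This choice was made after counts under both treatments of the pair had been seen, and it departs from the design set at the start, in which all 23 arrays were separate samples. Counts of probes with 23 separate samples are therefore also given, with values for genes of the paper that passed under that setting and not here. For gene lists only the number of calls is given. BeadChips were not balanced over groups, since BeadChip 1 held 4 of the DRD1A acute LDOPA arrays, 2 of the DRD2 chronic LDOPA arrays and none of the other groups. Its lowest signals (65.1 to 70.3) lay under those of the other BeadChips (94.0 to 121.6). Counts were therefore also taken with the BeadChip as a block, a term that removes the average difference between BeadChips.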

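Genes that mark the direct and indirect pathways were among those that varied most among the 4 groups. DRD2, the dopamine receptor of the indirect pathway, had the smallest adjusted p for any difference among the groups (adjusted p = 1.62e-11 from limma's moderated F test), followed by PDYN, the precursor of the dynorphin peptides of the direct pathway (1.05e-06). SFXN1, a mitochondrial serine transporter, had an adjusted p of 8.85e-05, EYA1, a transcriptional coactivator, 0.000457, and both TNNT1, a muscle troponin gene, and PENK1, the precursor of the enkephalin peptides of the indirect pathway, 0.000664. Of 32255 probes tested, 95 probes of 92 genes varied among the groups at an adjusted p under 0.05, while 3226 did so at an unadjusted p under 0.05, where chance alone gives 1613. The methods' analysis of variance called 37 probes on the 22 samples and 127 with 23 arrays as separate samples. With limma and the BeadChip as a block the count was 55 probes, 41 of them among the 95. With limma and 23 arrays as separate samples it was 205 probes of 193 genes. The count therefore depends on how the pair of near-identical DRD2 chronic LDOPA arrays is treated.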

In total, 207 probes representing 195 unique genes or transcripts were found with this test (Supplementary Table 4). The results are clustered in Figure 1 for visualization purposes. Importantly, among the genes found, we were able to replicate known changes in the expression of *PDYN, HTR2A*, and *CREB1* following chronic LDOPA (Supplementary Table 4), validating the use of our experimental paradigm to identify differences in the molecular responses of the direct and indirect pathway to chronic LDOPA.

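PDYN rose after chronic LDOPA in DRD1A EGFP-L10a expressing MSNs from 11.23 ± 0.48 (SD, n = 7) to 12.64 ± 0.15 (SD, n = 8) on the log2 scale, a 2.66-fold increase. The log2 difference was 1.41 (standard error 0.236, adjusted p = 0.0388 from limma), and all 8 chronic samples lay above all 7 acute samples. In DRD2 EGFP-L10a expressing MSNs it rose from 8.44 ± 0.57 (SD, n = 4) to 10.89 ± 0.86 (SD, n = 3), a log2 difference of 2.45 (standard error 0.348, adjusted p = 0.0308), with all 3 chronic samples above all 4 acute samples. Direct pathway MSN markers, PDYN among them, were also higher as a list after chronic LDOPA in DRD2 (median log2 difference 0.30, adjusted p = 0.0326 from camera, a test of whether a list's genes move together relative to all other genes, and adjusted p = 0.216 with an estimated correlation), where DRD1A differed by 0.63 (adjusted p = 0.906) and DRD2 by -0.53 (adjusted p = 0.734). A test of whether the PDYN increases differed gave -1.04 (95% interval -1.92 to -0.16, adjusted p = 0.883). CREB1, a transcription factor that responds to cAMP and calcium, fell by 1.05 on the log2 scale in DRD1A EGFP-L10a expressing MSNs (standard error 0.157, adjusted p = 0.0193), with all 8 chronic samples below all 7 acute samples. No other CREB1 probe passed, and this call ended with the BeadChip as a block, as given below. HTR2A, the serotonin 2A receptor, had a level of 7.98 ± 0.30 (SD, n = 7) after acute and 7.41 ± 0.34 (SD, n = 8) after chronic LDOPA in DRD1A EGFP-L10a expressing MSNs, a log2 difference that did not pass the test (-0.58, standard error 0.165, adjusted p = 0.303). Its log2 difference in DRD2 EGFP-L10a expressing MSNs was -0.20 (standard error 0.244, adjusted p = 0.95). The call of PDYN in DRD1A ended without BeadChip 1 (adjusted p = 0.138, range over all alternatives 0.000227 to 0.433) and when any of 13 of the 23 arrays was left out (at most 0.0986). In DRD2 it ended with the BeadChip as a block (0.341, range 0.000507 to 0.799) and when any of 12 arrays was left out, up to 0.142 without DRD2 chronic LDOPA replicate 1A, which had the highest DRD1A and lowest DRD2 level of its group. Replicate 3A of that group also had a higher DRD1A level than 1D and 4A, as given below.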

**Figure 1:**
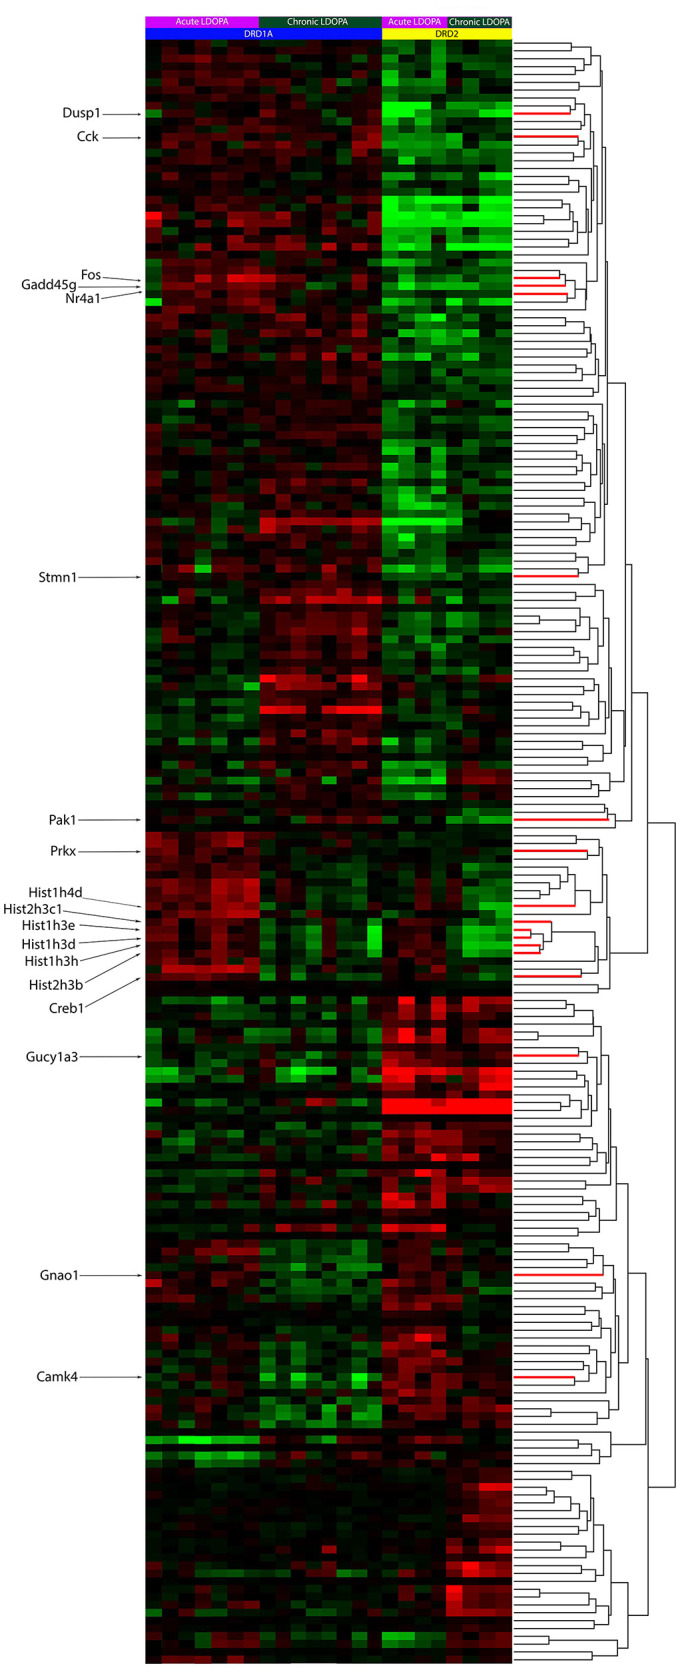
Heat-map of supervised clusters of gene expression changes in Drd1a and Drd2 EGFP-L10a expressing MSNs following acute or chronic LDOPA in a mouse model of PD. A two-way hierarchical clustering of the 207 significantly varying probes, as determined through a Benjamini–Hochberg FDR corrected ANOVA (*q* < 0.05), is presented. Color indicates direction of and magnitude of log_2_ fold-change (red, increased; green, decreased; black, no significant change). The dendrogram to the right shows the hierarchical clustering based on similarity between the expression of genes. Specific genes of interest are named on the left. Within each treatment group, animals are presented as those with the lowest AIMS score **(left)** to those with the highest AIMS score **(right)**. The number of animals per groups was as follows: Acute LDOPA Drd1a (7), acute LDOPA Drd2 (8), chronic LDOPA Drd1a (4), chronic LDOPA Drd2 (4). The number of sample replicates was 1.

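By the sample labels, which match the columns of Supplementary Table 4, the groups analysed here held 7 arrays for DRD1A acute LDOPA, 4 for DRD2 acute LDOPA, 8 for DRD1A chronic LDOPA and 4 for DRD2 chronic LDOPA. The median number of detected probes was 15443, 14421.5, 15086 and 16378.5 in the same order. Correlations of log2 signal between arrays of a group ran from 0.841 to 0.990, with a median of 0.895, and those between arrays of other groups from 0.823 to 0.928, with a median of 0.881.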

A *post-hoc* Tukey's HSD test was applied to the 207 probes of interest to perform select pairwise comparisons. Probes altered between DRD1A and DRD2 MSNs in animals treated with acute LDOPA are found in Supplementary Table 5. Probes altered in DRD1A MSNs following acute vs. chronic LDOPA treatment are found in Supplementary Table 6. Probes altered in DRD2 MSNs following acute vs. chronic LDOPA treatment are found in Supplementary Table 7. Probes altered between DRD1A and DRD2 MSNs after chronic LDOPA treatment are found in Supplementary Table 8. Venn analysis was used to generate lists of gene expression changes both common to and exclusive to Drd1 and DRD2 EGFP-L10a expressing MSNs following acute and chronic LDOPA treatment (Figure 2). The largest dissimilarity was between the DRD1A and DRD2 EGFP-L10a expressing MSNs, followed by animals treated with acute vs. chronic LDOPA. Thus, 129 genes were differentially expressed when comparing DRD1A and DRD2 EGFP-L10a Bac mice treated with acute LDOPA, 67 of which remained differentially expressed between DRD1A and DRD2 EGFP-L10a Bac mice treated with chronic LDOPA (Figure 2). In contrast, in DRD1A EGFP-L10a Bac mice 56 genes were differentially expressed when comparing animals treated with acute vs. chronic LDOPA, and in DRD2 EGFP-L10a Bac mice 80 genes were differentially expressed when comparing animals treated with acute vs. chronic LDOPA (Figure 2). 

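After acute LDOPA, DRD1A EGFP-L10a expressing MSNs held more mRNA of direct pathway genes and less of indirect pathway genes than DRD2 EGFP-L10a expressing MSNs. DRD2 was at 11.25 ± 0.18 (SD, n = 4) in DRD2 and 7.42 ± 0.21 (SD, n = 7) in DRD1A EGFP-L10a expressing MSNs, a log2 difference of -3.83 (standard error 0.175, adjusted p = 1.16e-10), and PENK1 differed by -3.01 (standard error 0.377, adjusted p = 0.000973). PDYN was higher by 2.79 (standard error 0.286, adjusted p = 0.000102), in all 7 DRD1A samples against all 4 DRD2 samples. DRD1A itself was at 9.38 ± 0.51 (SD, n = 7) and 7.66 ± 0.51 (SD, n = 4), a log2 difference that did not pass the test (1.72, standard error 0.433, adjusted p = 0.132). In the DRD2 acute LDOPA group, array 2C stood apart with a DRD1A level of 8.42, the nearest other array being at 7.47. Of 9 direct pathway MSN markers, 4 were higher and none lower (7 higher when adjusted over the list alone), and the list was higher as a whole (median log2 difference 1.36, adjusted p = 3.69e-13 from camera). The 4 were PDYN, the mitochondrial transporter SFXN1, the transcription factor ISL1 (1.49) and the sugar transporter SLC35D3 (1.28). Of 9 indirect pathway MSN markers, 3 were lower (DRD2, PENK1 and the transcription factor SP9 at -2.42) and none higher, 5 being lower when adjusted over the list alone (median log2 difference -0.48, adjusted p = 2.64e-11 from camera). Both lists kept their call with an estimated correlation between genes, at an adjusted p of 0.000734 and 0.00407. Across all probes, 34 probes were higher and 17 lower in DRD1A than in DRD2 EGFP-L10a expressing MSNs, 49 genes in all, while 2938 probes passed at an unadjusted p. Other large differences were higher SFXN1 (2.71, standard error 0.302, adjusted p = 0.000256, by a probe with a larger difference than the one in the list), EYA1 (2.55), the protein kinase A inhibitor PKIB (1.92, standard error 0.246, adjusted p = 0.000973), the ciliary gene BBS9 (1.77) and TNNT1 (1.73). Lower in DRD1A were the linker histone HIST1H1C (-2.04, standard error 0.34, adjusted p = 0.0202), the lysosomal membrane gene LAMP2 (-1.62), the axonal motor KIF1A (-1.60), the guanine nucleotide exchange gene FARP2 (-1.53) and the zinc finger gene ZFP354A (-1.52). With the BeadChip as a block 14 probes passed (7 higher and 7 lower), 10 of them among the 51, and the calls that ended include those of SP9, PKIB, BBS9, TNNT1, HIST1H1C, LAMP2, KIF1A, FARP2 and ZFP354A (adjusted p from 0.0512 to 0.261). With median centering of arrays in place of quantile normalization 7 probes passed (5 higher and 2 lower). By the methods' test with Tukey's HSD 30 passed, or 87 with 23 arrays as separate samples. Leaving out single arrays gave counts from 22 (without DRD2 acute LDOPA replicate 2F) to 93 (without 2C). In the chronic LDOPA comparison 4 of the 49 genes passed again, DRD2 being lower and EYA1, SFXN1 and TNNT1 higher in both, where chance would give 0.0149 genes.

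**Figure D1:**
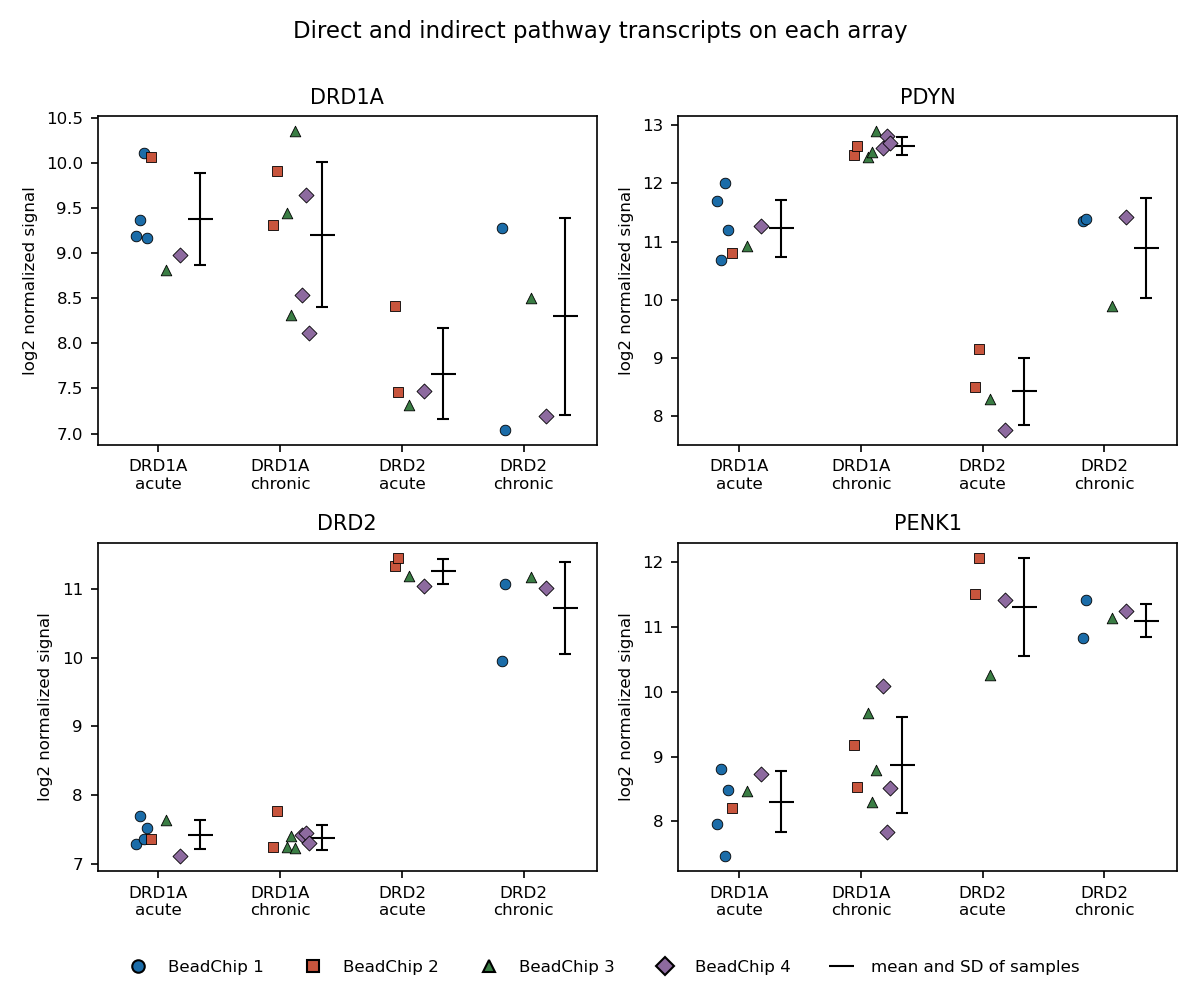
Log2 normalized signal of DRD1A, PDYN, DRD2 and PENK1 on each array by group, with a symbol for each BeadChip and a dash and bar for the mean and standard deviation of the samples of a group. DRD2 levels have means of 7.42 and 7.38 in the DRD1A groups and of 11.25 and 10.72 in the DRD2 groups.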

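In DRD1A EGFP-L10a expressing MSNs, chronic LDOPA raised 7 probes and lowered 4 relative to acute LDOPA, 11 genes in all, and in DRD2 EGFP-L10a expressing MSNs it raised 1 probe, that of PDYN, and lowered none. The largest rise in DRD1A was that of HIST1H1C, a linker histone (1.64, standard error 0.281, adjusted p = 0.0470), with 7 of 8 chronic samples above all acute samples. PDYN followed, then the core histone gene HIST1H2BC (1.25, standard error 0.220, 6 of 8 samples) and the retinol carrier RBP4 (1.1, standard error 0.192, 8 of 8 samples). TOMM70A, an import receptor of the outer mitochondrial membrane, rose by 0.90 on the log2 scale (standard error 0.133, adjusted p = 0.0193) and DUSP26, a protein phosphatase, by 0.60, each in all 8 chronic samples. Besides CREB1, the ubiquitin gene UBB fell by 0.75 on the log2 scale (standard error 0.124, 8 of 8 samples) and PNCK, a calcium/calmodulin-dependent protein kinase, by 0.49 (standard error 0.0767, 7 of 8 samples). The numbers of probes at an unadjusted p under 0.05 were 2515 in DRD1A and 2027 in DRD2. No probe passed limma's test of a difference between the lines in the effect of chronic LDOPA (1796 at an unadjusted p, and 0 in a plain linear model with 1914 at an unadjusted p), so the counts of 11 and 1 are not evidence that the lines differ. Of the 11 probes called in DRD1A, 8 had a difference of the same sign in DRD2, with a median of 0.14 in the direction of the call against 1.1 in DRD1A. In DRD1A the BeadChip as a block called 6 higher and 5 lower probes, but only 4 of them are among the 11, TOMM70A, DUSP26 and PDYN included, and the calls of HIST1H1C (adjusted p = 0.247), HIST1H2BC (0.165), RBP4 (0.219), UBB (0.0625), PNCK (0.256) and CREB1 ended. Median centering of arrays called 241 higher and 6 lower probes in DRD1A, leaving out BeadChip 1 none, and leaving out replicate 4D or 4E of the chronic group 1 probe each. In DRD2, the methods' test with Tukey's HSD called 9 probes, or 44 with 23 arrays as separate samples. The BeadChip as a block called 0, and leaving out DRD2 chronic LDOPA replicate 3A 13.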

Finally, 115 genes were differentially expressed when comparing DRD1A and DRD2 EGFP-L10a Bac mice treated with chronic LDOPA, 48 of which were not differentially expressed when comparing DRD1A and DRD2 EGFP-L10a Bac mice treated with acute LDOPA (Figure 2).

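After chronic LDOPA, 7 genes separated DRD1A from DRD2 EGFP-L10a expressing MSNs, with 6 probes higher and 3 lower. TNNT1 (2.97, standard error 0.366, adjusted p = 0.00189), SFXN1 (2.26), EYA1 (2.20) and the potassium channel KCNA6 (1.31, standard error 0.182, adjusted p = 0.00561) were higher in DRD1A. DRD2 (-3.34, standard error 0.189, adjusted p = 6.04e-09) and the zinc finger genes ZFP689 (-1.30, standard error 0.207, adjusted p = 0.0194) and ZFP654 (-1.01) were lower. KCNA6, ZFP689 and ZFP654 are the 3 genes that did not pass in the acute LDOPA comparison. Of the 9 probes, 8 had the same sign there, with a median log2 difference of 1.73 against 2.17 after chronic LDOPA. PDYN differed by 1.75 (standard error 0.309, adjusted p = 0.0511), PENK1 by -2.23 (standard error 0.408, adjusted p = 0.0558) and DRD1A by 0.91 (standard error 0.468, adjusted p = 0.857), none of them past the test. No direct pathway MSN marker passed over all probes, 6 of 9 were higher when adjusted over the list alone, and the list was higher as a whole (median log2 difference 1.16, adjusted p = 7.79e-11 from camera). Of the 9 indirect pathway MSN markers, 1 was lower, DRD2, and 4 were lower when adjusted over the list alone (median log2 difference -0.56, adjusted p = 6.19e-12 from camera). In the DRD2 chronic LDOPA group, array 1A had a DRD2 level of 9.95 and a DRD1A level of 9.28, while 1D, 3A and 4A had DRD2 levels of 11.07, 11.17 and 11.02 and DRD1A levels of 7.04, 8.50 and 7.19. CAMK4, a calcium/calmodulin-dependent kinase, differed by -1.42 (standard error 0.364, adjusted p = 0.277), the potassium channel KCNK2 by -1.36 (standard error 0.305, adjusted p = 0.169), the SUMO protease SENP5 by -0.53 (standard error 0.211, adjusted p = 0.682) and TOMM70A by 0.43 (standard error 0.173, adjusted p = 0.689), and none passed the test. Other CAMK4 probes gave -0.15, the brightest, and -0.72, a brighter SENP5 probe, with the other sign, 0.63 (standard error 0.786, adjusted p = 1), and a dimmer KCNK2 probe -0.31. At an unadjusted p, 1982 probes passed. The BeadChip as a block called 6 higher and 1 lower probe, 6 of them among the 9, and the calls of ZFP689 (adjusted p = 0.18), ZFP654 (0.154) and the EYA1 probe given here (0.130) ended. Median centering of arrays called 15 higher and 16 lower probes, and the methods' test with Tukey's HSD 21 and 6. With 23 arrays as separate samples the methods' test called 55 and 28, and limma 22 and 27. Without DRD2 chronic LDOPA replicate 3A the count was 44 probes. With 23 separate samples PDYN (adjusted p = 0.0170), PENK1 (0.00842) and KCNK2 (0.0430) passed, within ranges over all alternatives of 0.00272 to 0.246, 0.00842 to 0.714 and 0.0430 to 1.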

**Figure 2:**
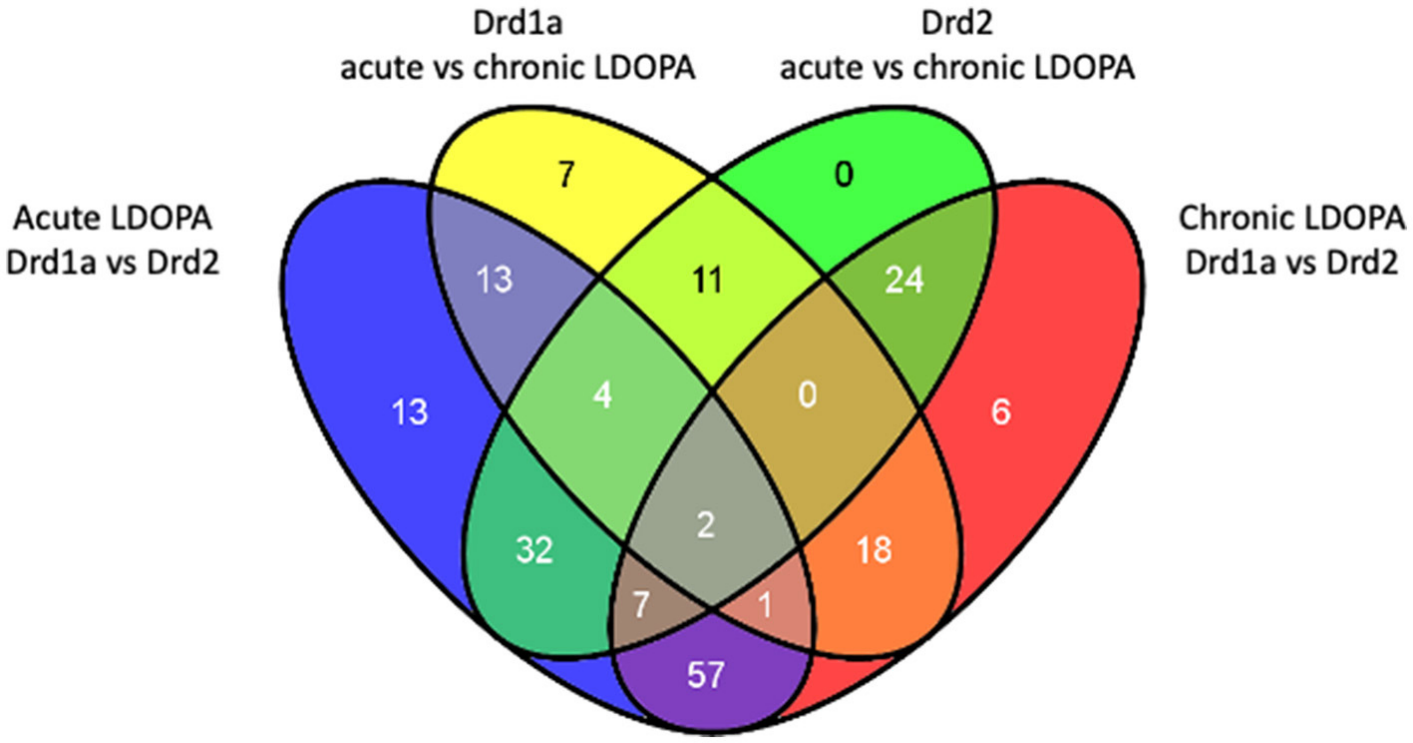
Overlap of differentially expressed genes in Drd1a and Drd2 EGFP-L10a expressing MSNs following acute and chronic LDOPA in a mouse model of PD. Venn diagram showing the total number of differentially expressed genes and their overlap between the four experimental groups for statistically significant changes [Benjamini–Hochberg FDR corrected ANOVA (*q* < 0.05)]. Acute LDOPA Drd1a vs. Drd2: Genes altered between Drd1a and Drd2 MSNs in animals treated with acute LDOPA. Drd1a acute vs. chronic LDOPA: Genes altered in Drd1a MSNs following acute vs. chronic LDOPA treatment. Drd2 acute vs. chronic LDOPA: Genes altered in Drd2 MSNs following acute vs. chronic LDOPA treatment. Chronic LDOPA Drd1a vs. Drd2: Genes altered between Drd1a and Drd2 MSNs after chronic LDOPA treatment.

### 3.3 Pathways altered in DRD1A and DRD2 EGFP-L10a expressing MSNs following acute and chronic treatment with LDOPA

The 195 unique genes that were differentially expressed among the four experimental groups were subjected to Enrichr analysis, which revealed several pathways differentially altered in DRD1A and DRD2 EGFP-L10a expressing MSNs following acute and chronic LDOPA as well as some common to both pathways (Table 1).

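Of the genes that Table 1 lists besides DRD2 and those of the MAPK cascade, 3 passed limma's test between the lines after acute LDOPA. Table 1 lists PDE1A for this comparison, but DVL3 for the change in DRD1A and FARP2 and ITGA9 for the change in DRD2. It lists COX5A between the lines after chronic LDOPA. In the comparisons that Table 1 names for them, DVL3, FARP2, ITGA9 and COX5A did not pass limma's test. PDE1A, a calmodulin-dependent phosphodiesterase, was higher in DRD1A than in DRD2 EGFP-L10a expressing MSNs by 1.20 (standard error 0.213, adjusted p = 0.0217), with all 7 DRD1A samples above all DRD2 samples. DVL3, a relay of Wnt signalling, was detected on all 7 DRD1A acute LDOPA arrays and on none of the 4 DRD2 acute LDOPA arrays, so its difference is a bound, at least 1.68-fold higher in DRD1A (adjusted p = 0.0393). Another DVL3 probe, also near background, went the other way (-0.29, adjusted p = 0.749). FARP2 was lower in DRD1A (standard error 0.279, adjusted p = 0.0284), again in all 7 samples, at 7.37 ± 0.35 (SD, n = 7) against 8.90 ± 0.46 (SD, n = 4). Genes near the threshold that did not pass were GNG13, a G protein subunit (1.29, standard error 0.300, adjusted p = 0.0988), the integrin ITGA9 (-0.46, adjusted p = 0.0715), GNAL (-0.67, adjusted p = 0.0730) and the respiratory chain gene COX5A (0.37, adjusted p = 0.0715). After chronic LDOPA ATP6V0A2, a subunit of the vesicular proton pump, differed between the lines by -0.43 (standard error 0.0760, adjusted p = 0.0511), with all 8 DRD1A samples below all DRD2 samples, and NDUFA3, another respiratory chain gene, by 0.49 (standard error 0.131, adjusted p = 0.307). MYL9, a myosin light chain, had a log2 difference between chronic and acute LDOPA in DRD2 of -0.33 (standard error 0.0622, adjusted p = 0.206), which did not pass. The RASGRP4 probe of the paper's table was not detected on any array of 3 groups. Its difference between the lines after acute LDOPA, -0.11 (adjusted p = 0.367), therefore compares signals at or near background and is not a measured fold. A brighter RASGRP4 probe differed by -0.073 (adjusted p = 0.969) and another near background by 0.021. With the BeadChip as a block the acute LDOPA calls of PDE1A (adjusted p = 0.113, range over all alternatives 0.00448 to 0.595), DVL3 (0.136, range 0.0202 to 0.703) and FARP2 (0.166, range 0.0110 to 0.459) ended. Leaving out single arrays ended the call of PDE1A for 3 of 23 arrays, of DVL3 for 11 and of FARP2 for 6, and ATP6V0A2 passed with 23 arrays as separate samples (0.00562, range 0.00416 to 0.631).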

**Table 1:** KEGG defined pathways and their associated deregulated genes in Drd1a and Drd2 expressing EGFP-L10a MSNs following acute or chronic LDOPA in a mouse model of PD.

**KEGG term**	***P*-value**	***Z*-score**	**Combined score**	**Genes**
**Acute LDOPA Drd1a vs. Drd2**				
HSA04010_MAPK_SIGNALING_PATHWAY	0.0001	−2.16	21.42	PRKX; GADD45G; DUSP1; DUSP6; STMN1; NR4A1; FOS; RASGRP4; RASGRP2
HSA04742_TASTE_TRANSDUCTION	0.0066	−1.96	9.85	PRKX; GNG13; PDE1A
HSA04740_OLFACTORY_TRANSDUCTION	0.0217	−1.70	6.53	PRKX; GNAL
HSA04540_GAP_JUNCTION	0.0322	−1.80	6.17	PRKX; DRD2; GUCY1A3
**Drd1a acute vs. chronic LDOPA**				
HSA04916_MELANOGENESIS	0.0002	−1.97	17.11	PRKX; DVL3; GNAO1; CREB1
HSA04020_CALCIUM_SIGNALING_PATHWAY	0.0012	−1.91	12.77	PRKX; CAMK4; GNAL; HTR2A
HSA04740_OLFACTORY_TRANSDUCTION	0.0039	−1.70	9.46	PRKX; GNAL
HSA04720_LONG_TERM_POTENTIATION	0.0171	−1.70	6.90	PRKX; CAMK4
HSA04540_GAP_JUNCTION	0.0326	−1.74	5.95	PRKX; HTR2A
**Drd2 acute vs. chronic LDOPA**				
HSA04510_FOCAL_ADHESION	0.0082	−2.17	10.43	FARP2; MYL9; ITGA9; PAK1
HSA05120_EPITHELIAL_CELL_SIGNALING_IN_HELICOBACTER_PYLORI_INFECTION	0.0325	−1.79	6.13	PAK1; ATP6V0A2
HSA04730_LONG_TERM_DEPRESSION	0.0396	−1.81	5.85	GUCY1A3; GNAO1
**Chronic LDOPA Drd1a vs. Drd2**				
HSA04010_MAPK_SIGNALING_PATHWAY	0.0004	−2.16	16.97	GADD45G; DUSP1; STMN1; NR4A1; FOS; PAK1; RASGRP2
HSA04540_GAP_JUNCTION	0.0174	−1.91	7.75	DRD2; GUCY1A3; HTR2A
HSA00190_OXIDATIVE_PHOSPHORYLATION	0.0343	−1.74	5.87	COX5A; NDUFA3; ATP6V0A2

Enrichr (http://amp.pharm.mssm.edu/Enrichr/) was applied to identify significant KEGG defined pathways associated with the sets of differentially expressed genes in Drd1a and Drd2 expressing MSNs following acute or chronic LDOPA.

The most significantly implicated pathway was the mitogen-activated protein kinase (MAPK) cascade (KEGG # HSA04010). Specifically, the significant MAPK pathway-associated genes *NR4A1, GADD45G, STMN1, FOS*, and *DUSP1*, were upregulated in the DRD1A expressing MSNs compared to DRD2 EGFP-L10a expressing MSNs in animals receiving both acute LDOPA (Enrichr *P*-value 0.0001) and chronic LDOPA (Enrichr *P* value 0.0004). Likewise, the Gap junction pathway (KEGG # HSA04540) was also found to be associated when comparing DRD1A and DRD2 EGFP-L10a expressing MSNs following both acute and chronic LDOPA, with the former being driven by changes in the expression of *PRKX*, DRD2 and *GUCY1A3* (Enrichr *P* value 0.0332) and the latter by DRD2, *GUCY1A3* and *HTR2A* (Enrichr *P* value 0.0174; Table 1).

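Lists of MAPK genes were compared between DRD1A and DRD2 EGFP-L10a expressing MSNs. Of 42 core genes, the kinases and GTPases that carry the signal from RAS to ERK, JNK and p38, none was higher or lower in DRD1A after acute or chronic LDOPA at an adjusted p under 0.05 from limma. Adjusted over the list alone, 2 were higher after acute LDOPA and 1 after chronic LDOPA, and none was lower. Their median log2 difference was 0.066 after acute LDOPA (adjusted p = 0.213 from camera) and 0.0063 after chronic LDOPA (0.935). Of 10 genes of negative feedback on the cascade, phosphatases and inhibitors that are switched on by it, 1 was higher after acute LDOPA (DUSP1) and none after chronic LDOPA, with medians of -0.080 (adjusted p = 0.569) and 0.092 (0.538). After acute LDOPA their median was negative while their mean, 0.13, and the direction of the test were positive. Adjusted over the list alone, 2 were higher after acute LDOPA, and 1 was higher and 1 lower after chronic LDOPA. Of the 10 genes that Table 1 lists for the pathway, 2 were higher (GADD45G and DUSP1) and 1 lower (RASGRP2, an activator of RAP GTPases, -1.30, standard error 0.227, adjusted p = 0.0213) after acute LDOPA, and 6 higher and 1 lower when adjusted over the list alone. After chronic LDOPA none passed over all probes, and again 6 were higher and 1 lower when adjusted over the list alone. The medians of these 10 genes were 0.77 (adjusted p = 6.87e-06, and adjusted p = 0.0114 with an estimated correlation) and 0.54 (adjusted p = 6.77e-05, and adjusted p = 0.0189 with an estimated correlation). The study chose this list on these samples, so its count is not independent evidence of its direction.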

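GADD45G, a stress-response gene that acts upstream of p38 and JNK, was at 12.23 ± 0.56 (SD, n = 7) in DRD1A and 10.31 ± 0.40 (SD, n = 4) in DRD2 EGFP-L10a expressing MSNs after acute LDOPA. The log2 difference was 1.92 (standard error 0.312, adjusted p = 0.0159), with all 7 DRD1A samples above all DRD2 samples. DUSP1, a phosphatase that inactivates MAP kinases, was higher by 1.88 (standard error 0.372, adjusted p = 0.0431), with 6 of 7 DRD1A samples above all DRD2 samples. FOS, an activity-regulated transcription factor, differed by 1.55 (standard error 0.373, adjusted p = 0.109), the orphan nuclear receptor NR4A1 by 0.78 (standard error 0.175, adjusted p = 0.0882) and STMN1, a microtubule-destabilizing protein, by 0.76 (standard error 0.156, adjusted p = 0.0531), none of them past the test. After chronic LDOPA none of the 5 genes passed, and their log2 differences were 1.30 for GADD45G (adjusted p = 0.292), 1.39 for DUSP1 (0.393), 1.23 for FOS (0.518), 0.51 for NR4A1 (0.621) and 0.57 for STMN1 (0.407). Of 29 activity-regulated immediate early genes, 2 were higher in DRD1A after acute LDOPA (GADD45G and DUSP1) and none lower, and 15 were higher when adjusted over the list alone, among them ARC (1.72), EGR4 (1.69), FOSB (1.69) and EGR1 (0.82), all of which follow neuronal activity. The list was higher as a whole after acute LDOPA (median log2 difference 0.78, adjusted p = 1.94e-14 from camera, and adjusted p = 0.0114 with an estimated correlation). After chronic LDOPA it was also higher (median log2 difference 0.56, adjusted p = 3.31e-11 from camera, and adjusted p = 0.0270 with an estimated correlation), while none of its genes passed over all probes and 6 were higher when adjusted over the list alone. Between chronic and acute LDOPA the list did not pass the test in either line, with medians of -0.11 in DRD1A (adjusted p = 0.105) and -0.00082 in DRD2 (0.807). Apart from this list, 8 of 9 cortical excitatory neuron markers had a positive log2 difference between the lines after acute LDOPA (mean 0.53) and all 20 mitochondrially encoded transcripts, which tagged ribosomes do not bind, a negative one (mean -1.56). The acute LDOPA call of DUSP1 ended with the BeadChip as a block (adjusted p = 0.134, range over all alternatives 0.0116 to 0.618) and when any of 16 arrays was left out, and that of GADD45G ended with the block (0.0577, range 0.00109 to 0.355). STMN1 passed with 23 arrays as separate samples (0.0407, range 0.0154 to 0.591), and FOS (0.0461, range 0.0461 to 0.584) and NR4A1 (0.0181, range 0.0181 to 0.430) passed without DRD1A acute LDOPA replicate 1E. From its pathway test of the genes that differed between the lines, the paper reports the MAPK cascade as the most significantly implicated pathway, and names NR4A1, GADD45G, STMN1, FOS and DUSP1 as its genes that were upregulated in DRD1A EGFP-L10a expressing MSNs.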

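Of the genes named for gap junctions, DRD2 separated the lines after both treatments, as given above. GUCY1A3, a subunit of the soluble guanylate cyclase that makes cGMP, was at 10.61 ± 0.25 (SD, n = 7) in DRD1A and 11.61 ± 0.36 (SD, n = 4) in DRD2 EGFP-L10a expressing MSNs after acute LDOPA and at 10.54 ± 0.47 (SD, n = 8) and 11.30 ± 0.19 (SD, n = 3) after chronic LDOPA. Its log2 differences, -1.0 (standard error 0.221, adjusted p = 0.0812) and -0.76 (standard error 0.239, adjusted p = 0.472), did not pass limma's test. PRKX, a cAMP-dependent protein kinase, differed by 0.60 (standard error 0.140, adjusted p = 0.0993) after acute LDOPA, and this probe was detected on only 2 of 4 DRD2 acute and 1 of 4 DRD2 chronic arrays. A brighter PRKX probe, detected on all arrays, went the other way after acute LDOPA, by -0.19 (standard error 0.203, adjusted p = 0.832), and another near background the same way, by 0.27 (standard error 0.361, adjusted p = 0.876). After chronic LDOPA HTR2A was at 8.23 ± 0.41 (SD, n = 3) in DRD2 EGFP-L10a expressing MSNs and differed between the lines by -0.83 (standard error 0.216, adjusted p = 0.293). A detection filter, which tests only probes above background on every array of a group, called GUCY1A3 after acute LDOPA (adjusted p = 0.0404, range over all alternatives 0.0404 to 0.722).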

DRD1A EGFP-L10a expressing MSNs had an overrepresentation of the long-term potentiation pathway (LTP) (KEGG # HSA04720; Enrichr *P* value 0.0171) after chronic treatment with LDOPA, whereas as DRD2 EGFP-L10a expressing MSNs had significant involvement of long-term depression (LTD) (KEGG # HSA04730; Enrichr *P* value 0.0396) (Table 1). 

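In DRD1A EGFP-L10a expressing MSNs, 1 of 57 long-term potentiation genes, which encode glutamate receptors, calmodulin kinases and their targets, fell after chronic LDOPA (CREB1) and none rose, and the counts were the same when adjusted over the list alone. No other CREB1 probe passed, and its call ended with the BeadChip as a block and with median centering of arrays. The list's median log2 difference was -0.027 (adjusted p = 0.656 from camera). In DRD2 EGFP-L10a expressing MSNs none of 50 long-term depression genes, which encode G proteins, guanylate cyclase and phospholipases, passed the test of limma over all probes or adjusted over the list alone (median -0.011, adjusted p = 0.990). The other pairings gave a median of 0.017 for potentiation genes in DRD2 (adjusted p = 0.920) and of -0.055 for depression genes in DRD1A (0.0348, and adjusted p = 0.204 with an estimated correlation), with the G protein GNAO1 lower when adjusted over the list alone. Median centering of arrays gave positive medians for both lists in DRD1A, 0.28 for long-term potentiation genes and 0.048 for long-term depression genes. The lists were measured by the brightest probe of each gene. For CAMK4, PRKX and GUCY1A3 that is not the probe behind the changes the paper names, and it went the other way. Camera also asks whether a whole list moves, whereas the paper's pathway test starts from the genes called.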

The LTP cascade was mainly driven by down-regulation of *PRKX* (KEGG #5613) and *CAMK4* (KEGG #814) in DRD1A EGFP-L10a expressing MSNs, with LTD in DRD2 EGFP-L10a expressing MSNs driven by upregulation of *GUCY1A3* (KEGG #2982) and downregulation of *GNAO1* (KEGG #2775).

### 3.4 Validation of findings

To validate our findings, qRT-PCR was performed on eight selected genes. First, the use of TRAP to successfully differentiate the MSNs of the direct and indirect pathways was confirmed by the selective enrichment of DRD1A and prodynorphin (*PDYN*) in RNA extracted from DRD1A EGFP-L10a Bac mice and of DRD2 and preproenkephalin 1 (*PENK1*) in RNA extracted from DRD2 EGFP-L10a Bac mice (Figure 3).

**Figure 3:**
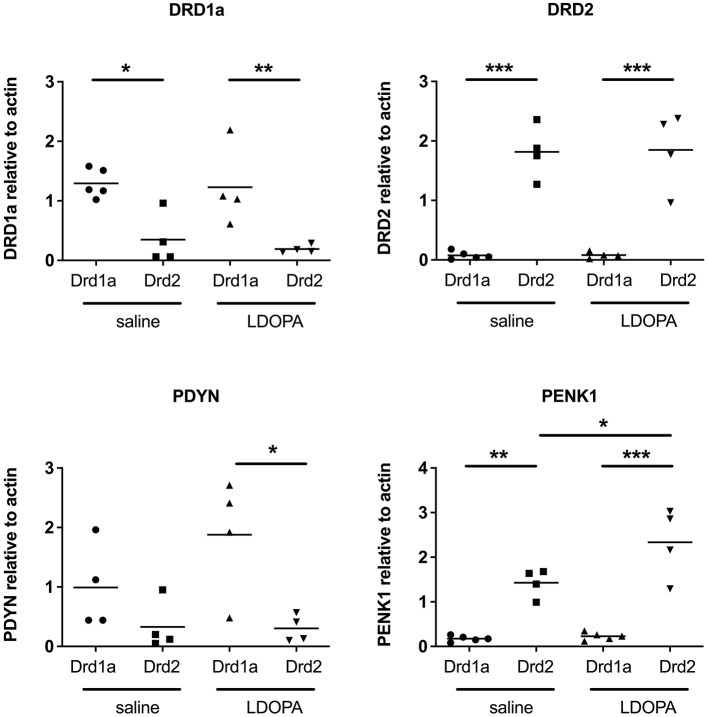
Q-RTPCR validation of known gene expression patterns in Drd1a and Drd2 EGFP-L10a expressing MSNs following acute or chronic treatment with LDOPA in a mouse model of PD. Individual values for each gene of interest are presented for each animal relative to actin. *P < 0.05, **P < 0.01, ***P < 0.001, One way ANOVA with Bonferroni's Multiple Comparison Test.

Second, we chose four genes identified in the microarray as being differentially expressed across our four experimental groups to validate using qRT-PCR. Results of the qRT-PCR confirmed the microarray data. Thus, transcripts for *CAMK4, KCNK* and *SENP5* were all significantly upregulated and *TOM70A* was significantly downregulated in DRD2 EGFP-L10a expressing MSNs compared to DRD1A EGFP-L10a expressing MSNs following chronic treatment with LDOPA (Figure 4).

**Figure 4:**
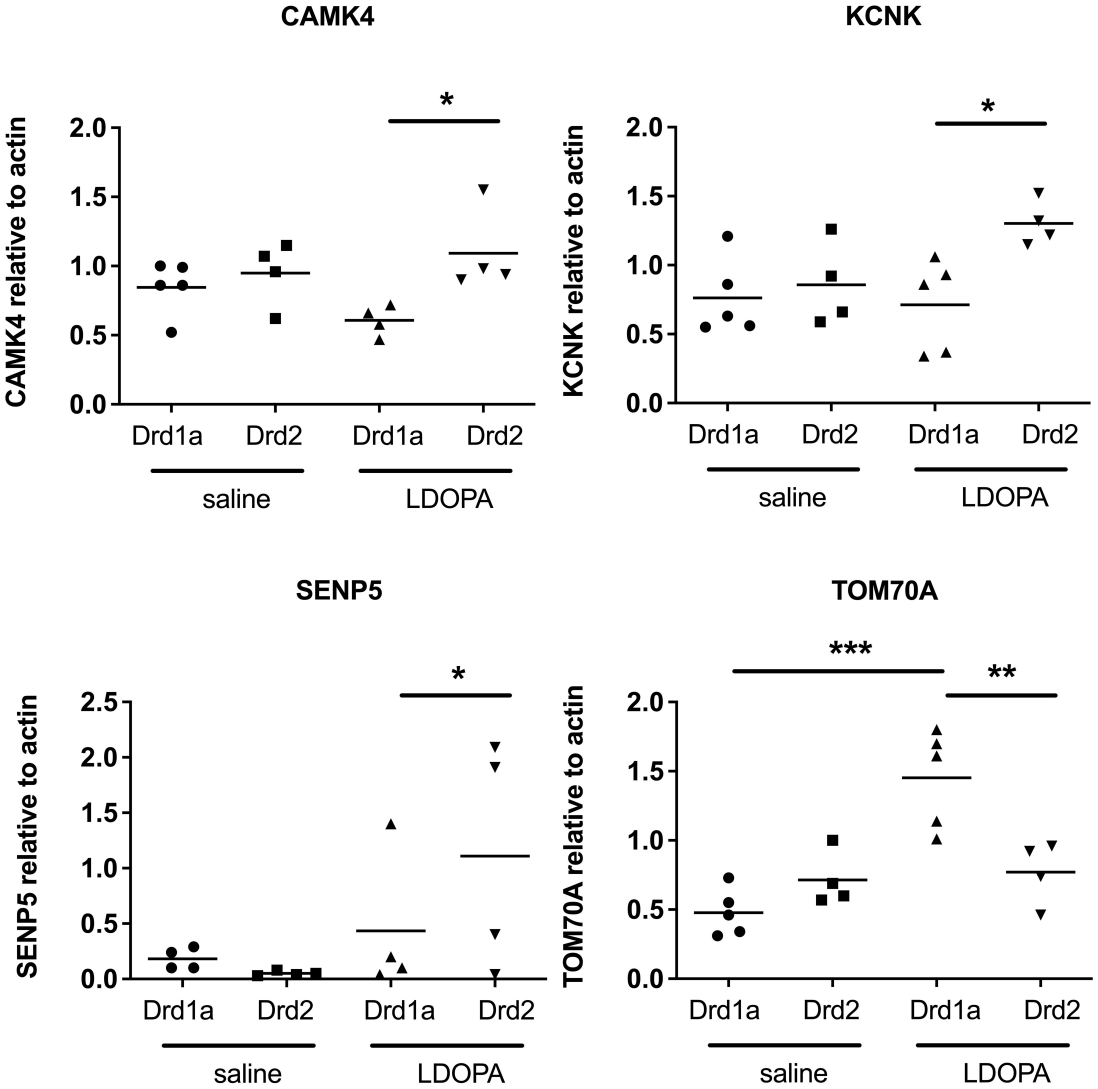
Q-RTPCR validation of gene expression patterns identified using microarray in Drd1a and Drd2 EGFP-L10a expressing MSNs following acute or chronic treatment with LDOPA in a mouse model of PD. Individual values for each gene of interest are presented for each animal relative to actin. *P < 0.05, **P < 0.01, ***P < 0.001, One way ANOVA with Bonferroni's Multiple Comparison Test.

## 4 Discussion

Here, we describe translational gene expression changes in a mouse model of LID, employing a powerful methodology that allows for the selective study of DRD1A expressing striatonigral and DRD2 expressing striatopallidal projection MSNs. We have identified 195 unique genes altered in these two distinct neuronal subpopulations, implicated in the pathogenesis of LID, the majority of which are novel. Furthermore, pathway/GO analysis has revealed several differentially altered molecular pathways in which the gene expression changes were organized.

### 4.1 Mitogen-activated protein kinase pathway and LID

The mitogen-activated protein kinase (MAPK) cascade, was the most significantly implicated GO pathway differentiating the DRD1A expressing (direct pathway) and DRD2 expressing (indirect pathway) MSNs, following both acute and chronic LDOPA treatment. The specific MAPK pathway related genes in our study included *DUSP1, STMN1, GADD45G, FOS* and *NR4A1*, all of which were upregulated in the MSNs of the direct pathway compared to the indirect pathway. This finding confirms previous observations for MAPK cascade activation in striatonigral DRD1A expressing MSNs, where an increase in *ERK* and *MSK1* phosphorylation was observed in dyskinetic mice in response to chronic LDOPA treatment (Santini et al., 2009) as well as a second study which, using the MAPK pathway gene *FOS*, combined optogenetics with the FosTRAP method and found that primarily direct pathway MSNs are activated during LID (Girasole et al., 2018).

DUSP1 is a phosphatase that dephosphorylates MAPK and suppresses activation of MAPK by oncogenic *RAS* (Wancket et al., 2012). A previous study found that *DUSP1* and *DUSP6* transcripts are upregulated in hemiparkinsonian mice subjected to LDOPA treatment (Pérez-Sen et al., 2019). 

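DUSP1 and DUSP6 are phosphatases that switch off MAP kinases. Higher DUSP1 in DRD1A than in DRD2 EGFP-L10a expressing MSNs was present after acute LDOPA, as given above, when its level was 11.47 ± 0.45 (SD, n = 7) in DRD1A and 9.59 ± 1.11 (SD, n = 4) in DRD2. After chronic LDOPA the level was 11.71 ± 0.41 (SD, n = 8) in DRD1A and 10.32 ± 0.59 (SD, n = 3) in DRD2, a change from acute LDOPA of 0.24 (standard error 0.307, adjusted p = 0.899) in DRD1A and of 0.73 (standard error 0.453, adjusted p = 0.855) in DRD2. A test of whether these changes differed between the lines gave -0.49 (95% interval -1.64 to 0.65). DUSP6 differed between the lines by 0.84 (standard error 0.293, adjusted p = 0.354) after acute LDOPA and by 0.012 (adjusted p = 1) after chronic LDOPA, by the probe of the paper's table. Its change from acute to chronic LDOPA was -1.23 (standard error 0.242, adjusted p = 0.0807) in DRD1A, with 3 of 8 chronic samples below all acute samples, and -0.40 (standard error 0.357, adjusted p = 0.917) in DRD2. A brighter DUSP6 probe differed between the lines by 0.85 (standard error 0.234, adjusted p = 0.190) after acute and 0.43 (standard error 0.253, adjusted p = 0.919) after chronic LDOPA, and changed less in DRD1A, by -0.55 (standard error 0.193, adjusted p = 0.443), as did a probe near background (0.19, 0.042 and -0.44). The change of the first DUSP6 probe in DRD1A passed without DRD1A acute LDOPA replicate 1E (adjusted p = 0.00897), an array that lay apart with a DUSP6 level of 8.69, and with the detection filter (0.0347, range over all alternatives 0.00897 to 0.528).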

Our data extend this finding and suggest this upregulation is specific to MSNs of the direct pathway. *STMN1* is a downstream effector of MAPK signaling via a miRNA-regulated mechanism and a potential oncogene in melanoma (Feng et al., 2017; Chen et al., 2013). *GADD45G* mediates activation of p38/JNK via MTK1/MEKK4 kinase (Balliet et al., 2003). *FOS* is one of the transcription factors regulated by MAPK signaling (Yokoyama et al., 2013). *NR4A1* encodes an intracellular transcription factor (Maxwell and Muscat, 2006). The involvement of these four genes in PD or LID has not been previously reported, although a previous study reported that FOSB and NURR1 (encoded by *NR4A2*) protein are elevated in dyskinetic rats (Steece-Collier et al., 2020). Elevated levels of FOSB have also been reported in dyskinetic non-human primates (Beck et al., 2019).

Notably, we observed that chronic treatment with LDOPA had opposing effects on the expression of PAK1, a known activator of the MAPK pathway and a breast cancer oncogene (Shrestha et al., 2012). Thus, *PAK1* gene expression was downregulated in the indirect pathway and upregulated in the direct pathway after chronic LDOPA treatment. 

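In DRD1A EGFP-L10a expressing MSNs, PAK1, a kinase that regulates actin, was at 9.17 ± 0.34 (SD, n = 7) after acute LDOPA and 9.52 ± 0.51 (SD, n = 8) after chronic LDOPA, and 5 of 8 chronic samples lay above all acute samples. In DRD2 EGFP-L10a expressing MSNs it was at 8.92 ± 0.32 (SD, n = 4) and 8.18 ± 0.28 (SD, n = 3), and all 3 chronic samples lay below all acute samples. The log2 change was 0.36 in DRD1A (95% interval -0.073 to 0.78, adjusted p = 0.711 from limma) and -0.75 in DRD2 (95% interval -1.38 to -0.11, adjusted p = 0.734), and neither passed the test. The changes differed between the lines by 1.1 (95% interval 0.34 to 1.87, adjusted p = 0.880), which did not pass over all probes. The study singled out PAK1 for this pattern on these same samples, so the interval is not independent evidence of it. After chronic LDOPA all 8 DRD1A samples lay above all 3 DRD2 samples, a log2 difference of 1.35 (standard error 0.268, adjusted p = 0.0877), while after acute LDOPA the difference was 0.25 (standard error 0.248, adjusted p = 0.823). With 23 arrays as separate samples the chronic LDOPA difference between the lines passed (adjusted p = 0.0165, range over all alternatives 0.0142 to 0.305), as it did without DRD1A chronic LDOPA replicate 2E (0.0142).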

As both the direct and indirect pathways play an important role in LID, this bidirectional alteration in gene expression make PAK1 particularly interesting. In addition to effects on MAPK, PAK1 is also a regulator of LTP via modulation of the actin cytoskeleton, with actin being heavily involved in receptor trafficking (Asrar et al., 2009). Altered subcellular trafficking of glutamatergic NMDA receptors has been implicated in LID, secondary to changes in the NR2A/NR2B subunit composition due to decreased NR2B levels resulting from deficient anchoring in the post-synaptic density (Fiorentini et al., 2006; Cattabeni et al., 1999). Given our observations future experiments might investigate the potential role of PAK1 in aberrant receptor trafficking in LID, with a view to potential therapeutic interventions.

### 4.2 Cyclic AMP response-binding protein and LID

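CREB1 levels after acute LDOPA were 9.53 ± 0.22 (SD, n = 7) in DRD1A and 9.22 ± 0.20 (SD, n = 4) in DRD2 EGFP-L10a expressing MSNs. After chronic LDOPA they were 8.48 ± 0.42 (SD, n = 8) and 8.55 ± 0.25 (SD, n = 3). The fall in DRD1A passed limma's test, as given above, while the log2 change in DRD2 of -0.67 (standard error 0.232, adjusted p = 0.680), with all 3 chronic samples below all 4 acute samples, did not. A test of whether the change differed between the lines gave -0.38 (95% interval -0.96 to 0.21, adjusted p = 0.903). These values come from 1 probe, and 5 other probes of CREB1 on the array had log2 changes from -0.32 to 0.28 in DRD1A, none of which passed. The call in DRD1A ended with the BeadChip as a block (log2 change -1.03, adjusted p = 0.165), with median centering of arrays (0.102) and without DRD1A chronic LDOPA replicate 4D (0.0531) or 4E (0.0549), the range over all alternatives being 0.00409 to 0.681.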

In our study, chronic LDOPA caused a downregulation of CREB1 RNA in both the direct and indirect pathways. Our observed implication of CREB1 in LID is consistent with another study using a transcriptomic approach, that reported that CREB1 was among the top upstream regulatory transcription factors implicated in rats with LID (Dyavar et al., 2020). In further support of a role for CREB1 in LID, Riluzole, known to reduce the activity of CREB1, has been shown to weaken LID in rats (Pagliaroli et al., 2019). It is widely understood that ERK and MAPK signaling regulate neuronal CREB transcription through phosphorylation (Koga et al., 2019) and previous studies have found that increased CREB phosphorylation is associated with LID as it is a downstream target of MSK1 (itself a target of ERK) (Azkona et al., 2014; Reyskens and Arthur, 2016). Administration of mGlu5R antagonists have been associated with reduced striatal levels of phosphorylated ERK and MSK1 as well as weakened dyskinesia in experimental PD (Spigolon and Fisone, 2018; Sebastianutto et al., 2020; Rylander et al., 2009). Our findings provide further support for the role of CREB1 in both the direct and indirect pathways in LID. However, as CREB1 plays a key role in regulating the balance between excitatory and inhibitory signaling in the brain (Chowdhury et al., 2023), it is certainly possible that the observed alterations in CREB1 in the present study are a homeostatic adaptation to limit excessive signaling within striatal MSNs. Given this possibility, clearly further studies are certainly required to investigate the potential of manipulating this pathway as a possible treatment for LID.

### 4.3 Histone cluster proteins and LID

Another target of ERK/MSK1 signaling is histone H3 and an increase in its phosphorylation has been reported in LID (Ciccarelli and Giustetto, 2014). In support of this, we found several histone cluster proteins (HIST1H3D, HIST1H4D, HIST1H3E, HIST1H3H, HIST2H3C1, and HIST2H3B) to be downregulated in both the direct and indirect pathways following chronic treatment with LDOPA. Indeed, previous studies have found that long lasting cellular adaptations in animal models of LID include histone modifications through lysine acetylation, lysine and arginine methylation, serine and threonine phosphorylation, lysine ubiquitination and sumoylation, and the activation of histone kinases, histone acetyltransferases, histone deacetylases, and histone methyltransferases (reviewed in Cenci and Konradi, 2010). Such alterations affect the histone-DNA interaction as well as the ability of transcription factors to bind. 

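Genes of the core histones H3 and H4, which form the centre of the nucleosome, were lower as a group after chronic LDOPA in DRD1A EGFP-L10a expressing MSNs. HIST1H3D had a log2 change of -1.02 (standard error 0.240, adjusted p = 0.172) in DRD1A and -1.23 (standard error 0.354, adjusted p = 0.593) in DRD2. HIST1H3H had changes of -0.92 (standard error 0.240) and -1.50 (standard error 0.354). The changes of HIST1H4D, HIST1H3E, HIST2H3C1 and HIST2H3B were -0.97, -1.0, -0.75 and -0.82 in DRD1A and -0.80, -1.32, -0.94 and -1.23 in DRD2. None of the 6 genes passed over all probes, with adjusted p from 0.151 to 0.239 in DRD1A and from 0.434 to 0.738 in DRD2, and all 6 were lower in each line when adjusted over the list alone. As a list they had medians of -0.95 in DRD1A (adjusted p = 3.52e-12 from camera, and adjusted p = 0.0189 with an estimated correlation) and -1.23 in DRD2 (adjusted p = 2.18e-10, and adjusted p = 0.0298 with an estimated correlation), but the study chose these genes on these samples, so this is not independent evidence of their direction. Of all 19 H3 and H4 genes on the array, none passed over all probes in either line, and 18 in DRD1A and 5 in DRD2 were lower when adjusted over the list alone. The whole list had a median of -0.81 in DRD1A (adjusted p = 2.62e-30, and adjusted p = 0.00407 with an estimated correlation) and -0.48 in DRD2 (adjusted p = 2.05e-07, but adjusted p = 0.204 with an estimated correlation). Of the 13 members that the paper does not name, 12 were lower in DRD1A (median -0.74) and none in DRD2 (median -0.29) when adjusted over the list alone, HIST4H4 (-1.04) and HIST1H4I (-1.0) having the largest changes in DRD1A. The test of whether the whole list changed differently in the lines gave a median of -0.22 (adjusted p = 0.00786, but adjusted p = 0.585 with an estimated correlation). With the BeadChip as a block the adjusted p of the whole list was 8.38e-29 in DRD1A and 0.00749 in DRD2. In DRD1A the mean of the list lay lower in all 8 chronic samples than in all 7 acute samples, whereas in DRD2 the chronic array 3A, at 9.22, lay within the range of the acute arrays, 9.07 to 9.47.

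**Figure D2:**
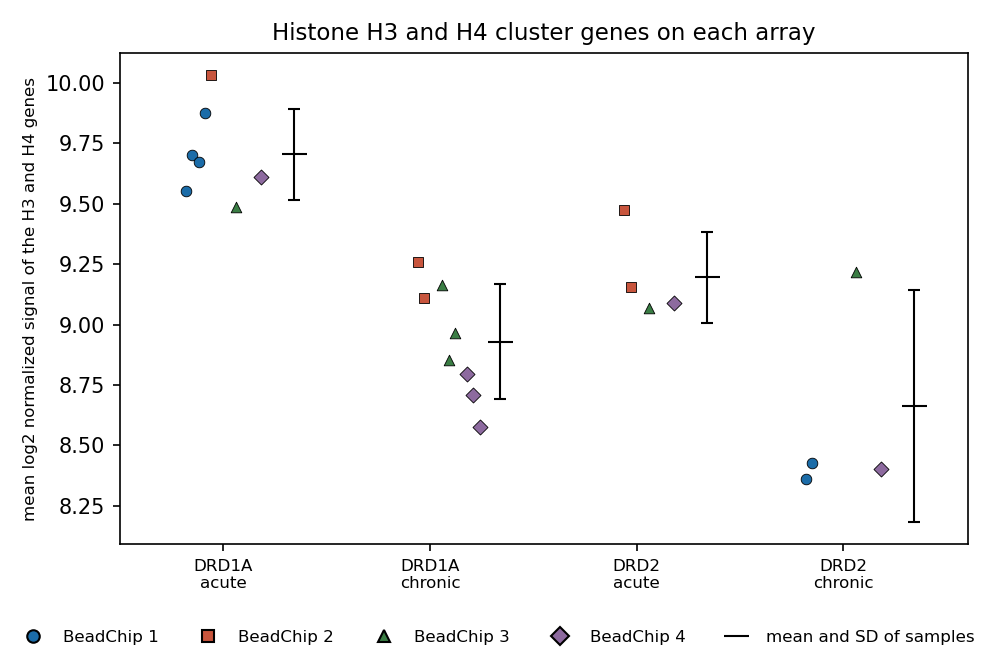
Mean log2 normalized signal of the H3 and H4 histone genes on each array by group, with a symbol for each BeadChip. The DRD1A acute LDOPA arrays lie between 9.49 and 10.03 and the DRD1A chronic LDOPA arrays between 8.57 and 9.26.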

We are not aware of any studies targeting modifications to histone cluster proteins as a potential therapeutic intervention in LID thus this would make a novel future direction.

### 4.4 LTP, LTD, and LID

Another major finding of our study was the involvement of calcium signaling with overlapping involvement of LTP in the direct pathway, and LTD in the indirect pathway in LID. Maladaptive plasticity in the striatal MSNs of the direct and indirect pathways in PD and LID has been previously described. Thus, in animal models of PD, corticostriatal LTP is lost but can be restored by treatment with LDOPA (Picconi et al., 2012; Calabresi et al., 2007; Costa et al., 2012). Interestingly, following induction of LTP, low-frequency stimulation can reverse the effect (depotentiation) but this ability is selectively lost in animals with LID (Picconi et al., 2012). These observations have led to the suggestion that striatal MSNs are able to manifest homeostatic adaptations in the number of excitatory corticostriatal synapses and intrinsic excitability in response to perturbations in dopamine signaling (Fieblinger et al., 2014).

In the present study, the significant implication of calcium signaling and LTP cascades in the direct pathway were mainly driven by down-regulation of PRKX and CAMK4 in chronic LDOPA treated animals compared to acute LDOPA treated animals. Both PRKX and CAMK4 are involved in LTP (Anderson and Kane, 1998), with calcium-dependent nuclear signaling via CAMK4 and CREB being involved in LTP-associated NMDA receptor post synaptic density-95 blockade (Bell et al., 2013). 

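CAMK4, a calmodulin-dependent kinase that acts on transcription factors, was at 9.50 ± 0.30 (SD, n = 7) after acute and 8.43 ± 0.79 (SD, n = 8) after chronic LDOPA in DRD1A EGFP-L10a expressing MSNs, a log2 change of -1.07 (standard error 0.278, adjusted p = 0.236), with 6 of 8 chronic samples below all acute samples. PRKX was at 7.82 ± 0.28 (SD, n = 7) and 7.30 ± 0.20 (SD, n = 8), a log2 change of -0.52 (standard error 0.116, adjusted p = 0.142) with 5 of 8 chronic samples below all acute samples. Neither passed limma's test. A brighter PRKX probe went the other way, with a log2 change of 0.21, and one near background the same way (-0.12), while both other CAMK4 probes went the other way (0.41 and 0.18). In DRD2 EGFP-L10a expressing MSNs the changes were -0.15 for CAMK4 (adjusted p = 0.982) and 0.021 for PRKX (0.995). The test of a difference between the lines gave -0.92 (95% interval -1.96 to 0.12) and -0.54 (95% interval -0.98 to -0.11), neither past the test over all probes. Of 64 calcium signalling genes, which include channels, calmodulin kinases and receptors coupled to calcium release, none passed over all probes in DRD1A, and 2 were higher when adjusted over the list alone, GNAL, the G protein of dopamine receptor signalling (0.54, other probes giving -0.53 and -0.37), and the calmodulin-dependent phosphodiesterase PDE1C (1.45). The list did not pass the test as a whole in DRD1A (median log2 difference -0.051, adjusted p = 0.589 from camera) or in DRD2 (median -0.070, adjusted p = 0.947). With the BeadChip as a block the PRKX change was -0.27 (adjusted p = 0.619, range over all alternatives 0.0592 to 0.996).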

While CAMK2 has been extensively implicated in NMDAR-dependent LTP, CAMK4 is less well studied in this context (Lisman et al., 2012). CAMK4 has been shown to regulate Ca-dependent transcription via phosphorylation of various transcription factors including CREB (Enslen et al., 1995). PRKX is a cAMP-dependent protein kinase similar to PKA, a downstream target of DRD1A receptor activation which is a requirement for LTP (Li, 2011). It remains to be seen what role CAMK4 and PRKX might play in LTP in the context of LID and whether they are involved in the reported loss of depotentiation. In the indirect pathway, an upregulation of GUCY1A3 and downregulation of GNAO1 underscored the involvement of LTD. 

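GUCY1A3 was measured by several probes. In DRD2 EGFP-L10a expressing MSNs the probe that Supplementary Table 7 lists had a log2 change from acute to chronic LDOPA of 1.09 (standard error 0.251, adjusted p = 0.427), with all 3 chronic samples above all acute samples. After chronic LDOPA this probe differed between DRD1A and DRD2 by -1.25 (standard error 0.222, adjusted p = 0.0511). The brightest GUCY1A3 probe, the one listed in Supplementary Table 5, went the other way in DRD2 with a log2 change of -0.31 (standard error 0.269, adjusted p = 0.913), and another probe gave -0.33. GNAO1, a G protein subunit abundant in brain, was at 11.64 ± 0.25 (SD, n = 4) after acute and 11.12 ± 0.25 (SD, n = 3) after chronic LDOPA in DRD2, a log2 change of -0.51 (standard error 0.179, adjusted p = 0.690), with all 3 chronic samples below all acute samples. In DRD1A EGFP-L10a expressing MSNs GNAO1 was at 11.66 ± 0.23 (SD, n = 7) and 11.02 ± 0.24 (SD, n = 8), a log2 change of -0.64 (standard error 0.122, adjusted p = 0.0670) with all 8 chronic samples below all acute samples. None of these changes passed limma's test, and the test of whether the GNAO1 change differed between the lines gave -0.13 (95% interval -0.58 to 0.32). With the BeadChip as a block GNAO1 passed in DRD1A (log2 change -0.85, adjusted p = 0.0346, range over all alternatives 0.0317 to 0.772).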

GUCY1A3 encodes the alpha-3 subunit of soluble guanylate cyclase (sGC) an enzyme that is crucial for the production of cyclic guanosine monophosphate (cGMP) in response to binding of nitric oxide (NO) reviewed in De Pauw et al. (2016). LID is associated with a loss of corticostriatal LTD (De Pauw et al., 2016) and NO has been demonstrated to mediate a cGMP-dependent LTD in striatal MSNs reviewed in Zhai et al. (2019). Thus, although the precise mechanism by which GUCY1A3 may influence LID remains to be resolved, it appears likely that GUCY1A3 may mediate these effects by modulating the production of cGMP in NO-dependent LTD.

Interestingly, we also found that CCK (cholecystokinin) was upregulated in the direct vs. indirect pathway in animals treated with both acute LDOPA or chronic LDOPA. 

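CCK was higher in DRD1A than in DRD2 EGFP-L10a expressing MSNs after acute LDOPA, at 9.51 ± 0.28 (SD, n = 7) against 8.15 ± 0.10 (SD, n = 4), a log2 difference of 1.36 (standard error 0.229, adjusted p = 0.0202), with all 7 DRD1A samples above all DRD2 samples. After chronic LDOPA the levels were 9.50 ± 0.38 (SD, n = 8) and 8.53 ± 0.74 (SD, n = 3), a log2 difference that did not pass limma's test (0.97, standard error 0.247, adjusted p = 0.268), with 7 of 8 DRD1A samples above all DRD2 samples. Of 19 genes of neuropeptides and peptide processing, 2 were higher in DRD1A after acute LDOPA, CCK and PDYN, and 1 was lower, PENK1, and the list had a median log2 difference of 0.13 (adjusted p = 0.0496 from camera, but adjusted p = 0.334 with an estimated correlation). Adjusted over the list alone, 5 were higher and 2 lower after acute LDOPA, and 3 and 1 after chronic LDOPA. Markers of cortical excitatory neurons, which also express CCK, had a median log2 difference of 0.24 between the same groups, and 3 of 9 were higher when adjusted over the list alone, among them NEUROD6 (1.87) and NEUROD2 (1.27). These cortical markers had an adjusted p of 0.000423 from camera, but adjusted p = 0.138 with an estimated correlation. The acute LDOPA call of CCK ended with the BeadChip as a block (adjusted p = 0.114, range over all alternatives 0.00205 to 0.329) and without DRD2 acute LDOPA replicate 2F (0.0541) or 4F (0.0637).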

Activation of the central CCK receptor (CCK-B) has been shown to augment LTP in guinea pig hippocampus (Yasui and Kawasaki, 1995). Furthermore, the CCK analog CCK-8S has been shown to inhibit LID in parkinsonian squirrel monkeys (Boyce et al., 1990). While the striatum has been shown to have high concentrations of CCK and abundantly expresses CCK receptors, the role of CCK in dopaminergic regulation of LTP and its relationship with the mechanism by which it may inhibit LID has not been studied and thus represents a new avenue of research (Okonkwo and Adeyinka, 2019).

### 4.5 Comparison to previous studies in DRD1A and DRD2 EGFP-L10a expressing BacTRAP animals

In 2014, Heiman et al. performed a study in DRD1A and DRD2 EGFP-L10a expressing BacTRAP animals, exploring alterations in gene expression resulting from dopamine denervation and in response to treatment with two different doses of LDOPA for 9 days (Heiman et al., 2014a). This study noted only a small number of gene expression changes in the indirect pathway in response to LDOPA, whereas the direct pathway exhibited profound alterations in CREB, AP-1 and ERK-mediated signaling, with many of the associated genes correlating with the dose of LDOPA. Although differences in the experimental paradigms employed in the present study and the work of Heiman et al., preclude the direct comparison of the datasets, importantly, there is some overlap in the pathways identified, notably alterations in MAPK signaling in the direct pathway. Our study is distinct from the Heiman et al., study in two critical ways. First, Heiman et al., focussed on genes implicated with dopamine depletion and the *severity* of LID and investigated the effects of chronic treatment with high dose LDOPA vs. low dose LDOPA, whereas our study examined the effects of *chronic* LDOPA treatment vs. *acute* LDOPA (single dose). The rationale for our treatment regimen was to identify changes in gene expression resulting from repeated vs. initial exposure to LDOPA as these genes might best reflect pathological processes implicated in the development of LID in response to repeated exposure. Second, we examined tissues collected 40 min after the last dose of LDOPA, whereas Heiman et al., examined tissues 3 h and 20 min after the last LDOPA dose. Although we have not performed a pharmacokinetic analysis in the present study, the use of LDOPA in 6-OHDA lesioned mice is extensively described in the literature and it is well established that LDOPA reaches peak plasma concentrations 30–60 min post administration (Lundblad et al., 2004; Cenci and Crossman, 2018; Putterman et al., 2007; Eriksson et al., 1984; Winkler et al., 2002). After this point, LDOPA declines in its bioavailability and returns to control values ~120 min post administration (Kääriäinen et al., 2012; Peng et al., 2019; Spencer and Wooten, 1984). Thus, in contrast to Heiman et al., our study is designed to capture gene expression concurrent with the expression of LID. Accordingly, there are meaningful differences between the two studies that have a clear impact on the hypothesis being tested and are reflected in the different genes and pathways identified in the two pieces of work.

### 4.6 Potential caveats

The present work needs to be considered in light of some caveats. First, striatal DRD2 expression is not entirely exclusive to GABAergic MSNs. Indeed, a comprehensive analysis of EGFP expression in DRD1a and DRD2-BacTRAP mice demonstrated that while in DRD1A-BacTRAP mice striatal EGFP expression was restricted to striatonigral MSNs of the direct pathway, DRD2-BacTRAP mice showed expression in striatopallidal neurons of the indirect pathway as well as in cholinergic interneurons (Valjent et al., 2009). Therefore, it is feasible that the observed gene expression changes in the striatum of DRD2-BacTRAP animals reflect some degree of alterations in cholinergic interneurons. 

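Markers of cholinergic interneurons were near background on these arrays. None of 7 such genes was detected on every array, and none was higher or lower in any comparison at an adjusted p under 0.05 from limma, over all probes or adjusted over the list alone. CHAT, the enzyme that makes acetylcholine, differed between DRD1A and DRD2 EGFP-L10a expressing MSNs by a log2 difference of -0.33 (adjusted p = 0.516) after acute LDOPA and 0.088 (1) after chronic LDOPA. The median of the markers was -0.031 after acute LDOPA (adjusted p = 0.540 from camera) and 0.025 after chronic LDOPA (0.903), where negative values are higher in DRD2. Between chronic and acute LDOPA it was -0.028 in DRD2 (0.642) and 0.050 in DRD1A (0.786). A difference in these genes was not detectable at this signal, which does not show that it was absent. For 10 markers of GABAergic interneurons the medians between the lines were 0.025 after acute LDOPA (0.213) and 0.14 after chronic LDOPA (0.0963), and none passed over all probes.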

As cholinergic interneurons have themselves been implicated in the pathophysiology of LID, this is worthy of consideration. With respect to the pathways implicated in the present study, dopaminergic control of corticostriatal LTD in MSNs has been shown to be influenced by cholinergic interneurons (Wang et al., 2006). Thus, our observation of the involvement of LTD in the indirect pathway may reflect a contribution from cholinergic interneurons. The relative contribution of transcripts isolated from cholinergic interneurons in our study is unknown, however it should be noted that GABAergic MSNs comprise 95% of striatal cells, with cholinergic interneurons making up the remaining 5% of cells (Kawaguchi, 1997; Tepper and Bolam, 2004). Second, our data are restricted to those that manifest in alteration of RNA expression levels and therefore do not detect LID-related processes that involve enzymatic reactions (e.g. phosphorylation) or protein-protein interactions. For example, mTOR signaling has been shown to be a downstream target in the MAPK pathway associated with LID, however as this observation is associated with signaling events, not a change in expression *per se*, this was not detected in our study (Zhu et al., 2020; Jin et al., 2010). Second, a recent study reported that RNAseq increased the sensitivity of the TRAP approach by ~10-fold compared to the microarray approach employed here, suggesting that had TRAP-RNAseq been used additional genes of interest may have been found (Montalban et al., 2022). Indeed, the TRAP-RNAseq model has led to the discovery of previously unknown distinct MSN subpopulations involved in locomotor control (Fieblinger, 2021). Third, while our study focused on changes in gene expression in the striatum, other studies have demonstrated that chronic LDOPA can induce changes in gene expression in other areas of the brain such as the frontal cortex, as well as in cell types other than MSNs, including immune and endothelial cells (Radlicka et al., 2021). Lastly, our study did not consider changes in DNA methylation which have been implicated in the development and maintenance of LID (Figge et al., 2016).

## 5 Conclusion

In summary, we have employed a powerful experimental paradigm, combining BacTRAP (to selectively isolate RNA from either DRD1A expressing striatonigral or DRD2 expressing striatopallidal MSNs), with a widely used rodent model of LID, to reveal changes in translational gene expression following repeated LDOPA treatment, summarised in Figure 5. Our findings have revealed several novel translational changes implicated in LID. Our data highlight the involvement of several genes in the MAPK pathway, calcium signaling and LTP/LTD in maladaptive responses to chronic treatment with LDOPA. These findings have implicated the potential of targeting these genes and pathways as novel therapeutic interventions to prevent the development of LID, a critical unmet need in the treatment of PD.

**Figure 5:**
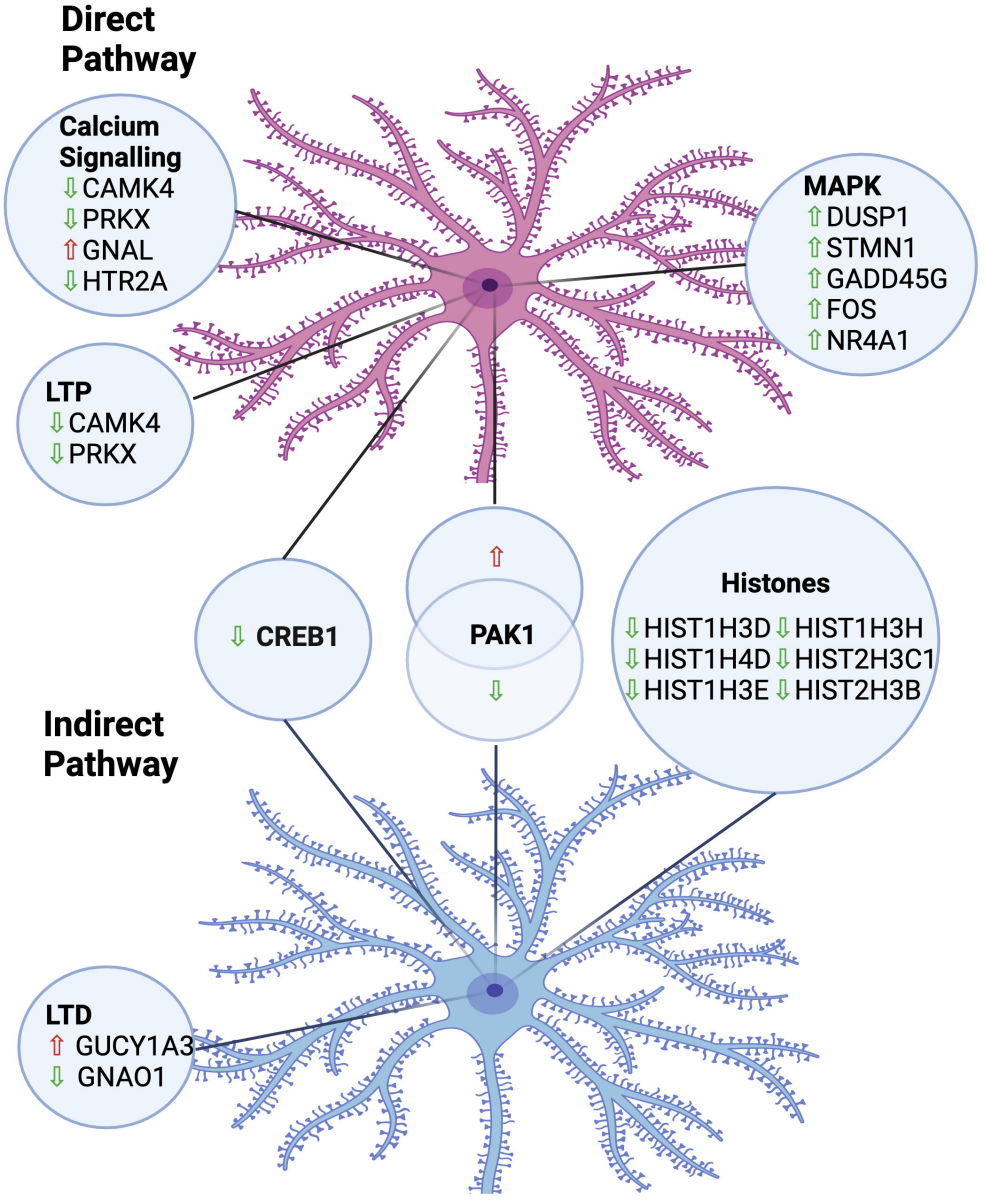
Summary of implicated pathways and associated gene expression changes in MSNs of the direct and indirect pathways in an animal model of LDOPA-induced dyskinesia. LTP, Long-Term Potentiation; LTD, Long-Term Depression; Upward arrow, Upregulated; Downward arrow, Downregulated. Created in https://BioRender.com.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE291024.

## Supplementary material

Supplementary Figure 1 Abnormal involuntary movements (AIMs) in 6-OHDA lesioned Drd1a and Drd2 EGFP-L10a expressing mice following acute or chronic treatment with LDOPA. **(A)** Total AIMS observed over a period of 120 min 1, 7, 14 and 21 days post treatment with vehicle or LDOPA methyl ester/benserazide (6/15 mg/kg). ^*^*P* < 0.05, ^***^*P* < 0.001 *cf* day 1, Two way ANOVA with Šídák's multiple comparisons test. **(B–D)** On day 22, AIMs were assessed in all animals for a period of 1 min, 40 min post treatment with LDOPA methyl ester/benserazide (6/15 mg/kg). **(B)** Limb AIMS, **(C)** Axial AIMS, **(D)** Total AIMS. ^*^*P* < 0.05, ^***^*P* < 0.001 Kruskal–Wallis test followed by Dunn's Multiple Comparison Test.

How the deposited data were processed for this re-analysis (not part of the article)

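The data are expression measurements of mRNA on tagged ribosomes, taken from the striatum of DRD1A and DRD2 EGFP-L10a Bac mice with a 6-OHDA lesion after acute or chronic LDOPA, on 23 Illumina Mouse WG-6 v2 arrays on 4 BeadChips. The deposited intensity values are mean bead intensities per probe that the authors exported from GenomeStudio unlogged, without normalization and without background subtraction, and the signals of the 2 deposited intensity tables were equal for 100% of values. The deposited detection p-values come from GenomeStudio, which compares each probe's signal with that of negative control probes on the same array. The deposited report also gives, from GenomeStudio, the number of beads behind each probe's mean and the standard error of their intensities. The log2 values of the deposited series table were quantile normalized and put on the log2 scale by the authors, with no centering of probes. They were used only as an alternative. The report also held 4 columns of values for 1 array that belongs to no listed sample, which were not used.

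Each sample's condition was taken from its label, which gives the line, the treatment and the array. The group sizes by label were 7, 8, 4 and 4 arrays for DRD1A acute, DRD1A chronic, DRD2 acute and DRD2 chronic LDOPA. Signals were quantile normalized over the 23 arrays, set to at least 1 and put on the log2 scale with limma 3.58.1 in R 4.3.3. A probe was kept when its signal lay above the 20th percentile of its array on every array of at least 1 group, which kept 32255 of 45281 probes. The normalized values of the near-identical DRD2 chronic LDOPA arrays 1D and 4A were averaged, so that 22 samples entered the tests. This departs from the design, which counted 23 samples, and was decided after the data and the counts under both ways had been seen. A linear model with a mean for each of 4 groups was fitted to each probe, and limma's moderated F test gave the probes that vary among the groups. Moderated contrasts compared DRD1A with DRD2 after each treatment, chronic with acute LDOPA in each line, and the change in DRD1A with the change in DRD2 (the interaction of line and treatment). With 18 residual degrees of freedom and 1.41 prior degrees of freedom, the moderated test had 19.4. Each set of p-values was adjusted by the Benjamini-Hochberg method over all probes kept, and a probe was called at an adjusted p under 0.05. All tests were two-sided. On simulated data made from these arrays, with 200 probes changed by a log2 difference of 1, the tests recovered 78.5% of the changed probes between the lines after acute LDOPA, 64% after chronic LDOPA, 79.5% for the change in DRD1A, 56.5% for the change in DRD2 and 58.5% for the interaction, and with no change they called none. The simulated noise was independent between probes, without BeadChip effects, and the changed probes were drawn from all probes kept, many of them near background. These shares therefore need not hold for expressed genes or for real noise. Random splits of the real samples, given below, called up to 11 probes in a comparison.

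The design, the comparisons, 27 gene lists, the alternatives other than those named as later, and the rule for named genes were set before the data were examined. The rule takes every gene that the paper names, by the probe its Supplementary Tables 5 to 8 list where they list 1 and otherwise by the probe with the highest mean signal. It also takes, for each comparison, up to 8 called genes with the largest rise and 8 with the largest fall (5 and 5 for the interaction), leaving out predicted and clone-named genes, and from each list described 2 to 4 members with the largest change among those that passed. The values of Supplementary Tables 4 to 8 had been seen when the rule was written. A probe not above background on any array of a group is given as a bound on its fold difference or marked as lying at background. Probes were assigned to genes by the symbols of the deposited report.

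The lists were markers of direct pathway MSNs, indirect pathway MSNs, all MSNs, cholinergic interneurons, GABAergic interneurons, cortical excitatory neurons, astrocytes, oligodendrocytes, microglia and endothelial cells, immediate early genes, MAPK core genes, MAPK feedback genes, the MAPK genes of Table 1, genes of long-term potentiation, long-term depression, calcium signalling, dopamine and cAMP signalling, neuropeptides, the study's 6 histone genes, histones H1 and H2, histones H3 and H4, oxidative phosphorylation, cytosolic ribosomal proteins, the proteasome, heat shock and sex-linked genes. Each list was counted by the brightest probe of each gene, over all probes and adjusted over the list alone, and tested with camera in limma with a preset correlation of 0.01, with an estimated correlation, and with the BeadChip as a block. The sex-linked genes served only as a check of the samples. Lists of mitochondrially encoded transcripts and of S-phase and mitosis genes were added after the data had been seen.

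The alternatives were the methods' one-way ANOVA with Tukey's HSD test, background correction with neqc (offset 16), median centering of arrays, no filter, a filter on detection (12262 probes), the BeadChip as a fixed or random block, leaving out BeadChip 1, only BeadChips 3 and 4 with a block, array weights, the authors' log2 values, only the 2 groups compared, and leaving out each array in turn. Chosen later, with the data in view, were 23 arrays as separate samples, alone, with a block, with ANOVA and Tukey's HSD test and with Tukey's HSD test on the probes of limma's F test, the last also with the pair averaged, leaving out arrays 1D and 4A, and leaving out the DRD1A chronic LDOPA arrays 2E, 3F and 4D, which stood apart on the first principal component. Between 13114 and 17443 probes per array were above background, and the number of arrays limits the precision.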

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

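The test of whether PAK1 changed in opposite ways in the lines and the tests of BeadChip and carry-over on the histone genes in DRD1A alone were chosen after the results had been seen. Of 123 groups of samples examined for the named genes, 10 held a sample far from the others, where chance, which sets about 1 in 20 groups apart, gives 6.15.

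PAK1 was at 8.18 in DRD2 and 9.52 in DRD1A EGFP-L10a expressing MSNs after chronic LDOPA, with changes from acute LDOPA of -0.75 and 0.36. A difference between BeadChips is argued against, since the difference between these changes was 1.04 times as large without BeadChip 1 as with it and 1.06 times with the BeadChip as a block. Opposite effects of chronic LDOPA on the lines may underlie the pattern. The 95% interval of the difference has a lower bound of 0.34, but the study named PAK1 for this pattern on these same samples. That interval is therefore not independent support. The adjusted p over all probes was 0.88 from limma, and the interval of the change in DRD1A, -0.073 to 0.78, includes 0. That biological explanation therefore stays open as a hypothesis.

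CCK was higher in DRD1A than in DRD2 EGFP-L10a expressing MSNs after acute LDOPA by 1.36. RNA of cortical excitatory neurons could contribute, since CCK is abundant in them, and with their markers as a covariate 0.824 of the difference was left, at 1.12 (95% interval 0.59 to 1.65, adjusted p = 0.0869). The call ended because the difference became smaller and its interval, 0.88 to 1.83 without the covariate, wider. With markers of GABAergic interneurons as a covariate 0.865 was left, at 1.17 (95% interval 0.66 to 1.68, adjusted p = 0.0706). Neither source can be told apart from a difference in the MSNs, because few markers were above background (4 of 9 cortical and 1 of 10 GABAergic genes on all arrays) and no cell type was measured alone, although the lower bounds leave 0.433 and 0.488 of the difference.

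Histone H3 and H4 genes were lower after chronic LDOPA by a mean of -0.78 in DRD1A (95% interval -1.06 to -0.50) and -0.53 in DRD2 (95% interval -0.94 to -0.12). These means include the 6 genes that the study chose on these samples, so the intervals are not independent evidence. Of the 13 other members, 12 were lower in DRD1A when adjusted over the list alone (median -0.74). In DRD2 0 of the 13 were (median -0.29). In DRD1A, BeadChips are argued against as the whole cause, since 1.11 of the change was left with the BeadChip as a block (lower 95% bound 0.746). With mitochondrially encoded transcripts, which tagged ribosomes do not bind, as a covariate 0.989 of it was left (lower 95% bound 0.623). These values argue against carry-over of RNA not bound to tagged ribosomes only as far as such transcripts follow it. Because mitochondria were removed before the pull-down and the transcripts hardly followed the histone genes, carry-over of other RNA stays open. For the pattern in both lines BeadChips and carry-over stay open. With the block only 0.665 of the change in DRD2 was left, at -0.35 (95% interval -0.73 to 0.024). With mitochondrially encoded transcripts as a covariate 1.04 of it was left, but the 95% interval, -0.98 to -0.13, reaches close to 0. The correlation with these transcripts within groups was -0.195 (permutation p = 0.446), or -0.0943 without the 2 farthest samples. Spearman's rho was -0.176 (permutation p = 0.486). Fewer dividing cells could also lower histone mRNA, although cells without the tag would add to these samples only by carry-over, and the share left with S-phase and mitosis genes as a covariate, 0.9997 in DRD1A and 1.0 in DRD2, does not decide, because only 3 of 19 such genes were above background on all arrays. An effect of chronic LDOPA, the biological explanation that the design gives, stays among the open ones and was not separated from them.

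Single samples that stood apart from their group were, with the nearest other sample in brackets, DRD2 acute LDOPA 2C for DRD1A at 8.42 (7.47) and for FOSB at 7.87 (8.21), DRD1A chronic LDOPA 2E for DRD2 at 7.76 (7.45), DRD1A acute LDOPA 1E for GADD45G at 11.02 (12.22) and for DUSP6 at 8.69 (10.00), and DRD1A chronic LDOPA 3C for STMN1 at 11.56 (11.08). The others were DRD1A acute LDOPA 1F for RASGRP4 at 6.97 (7.11), DRD1A chronic LDOPA 2A for PDE1A at 10.34 (9.90), DRD1A chronic LDOPA 3D for DVL3 at 7.86 (7.38) and DRD1A acute LDOPA 2D for FARP2 at 8.13 (7.46). By camera with the preset correlation, the change from acute to chronic LDOPA differed between the lines for 2 lists. They were histone H3 and H4 genes (median -0.22, adjusted p = 0.00786) and cytosolic ribosomal protein genes (median -0.21, adjusted p = 1.26e-06). Neither list passed with an estimated correlation (adjusted p = 0.585 and 0.113 in that order). The paper does not discuss pan-MSN genes as a group, though it names GNAL, nor cytosolic ribosomal protein genes. Pan-MSN genes were lower in DRD1A than in DRD2 after acute LDOPA (median -0.60, adjusted p = 0.00650 from camera with an estimated correlation). After chronic LDOPA they were lower too (median -0.37, adjusted p = 0.0298 with an estimated correlation). Cytosolic ribosomal protein genes were higher in DRD1A after acute LDOPA (median 0.33, adjusted p = 0.0171 with an estimated correlation).

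Chance was examined by counting how many of up to 100 splits of the samples into groups of the same sizes, the real split included, called as many probes. For the probes varying among the 4 groups, only the real split of 100 called as many (95 probes, at most 8 in others). The same held for the lines after acute LDOPA (51, at most 4) and for chronic against acute LDOPA in DRD1A (11, at most 1). Chance alone is therefore an unlikely source of these counts, at a share of 1%, the lowest that 100 splits can give. In DRD1A, leaving out chronic replicate 4D or 4E left 1 probe, no more than the highest of the other splits. Chance cannot be excluded for the lines after chronic LDOPA (6 splits, 9 and at most 11) or for the change in DRD2 (23 of 35 splits, 1 and at most 8). For the interaction of line and treatment limma called 0 probes (1796 at an unadjusted p), as did a plain linear model, so all 100 splits called as many (at most 4 in others) whatever the samples, and their number says nothing about chance. In DRD2 the split with 8 probes exchanged the acute array 3E with the chronic array 3A, several times the real count, which may point to a structure of these samples, and this was not tested further. The splits were drawn without regard to BeadChips, so they leave open a part of the BeadChips in the counts, which with the BeadChip as a block were 55 among the 4 groups, 14 for the lines after acute LDOPA and 11 for the change in DRD1A, of which only 41, 10 and 4 are among the probes called without the block, and without BeadChip 1 were 33, 17 and 0.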

How the results depend on the processing

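The settings with 23 arrays as separate samples, those with Tukey's HSD test on limma's F probes, and those without arrays 1D and 4A or without 2E, 3F and 4D were chosen after the data had been seen, as were the tests of gene lists with median centring and neqc. Of 37 called values of named genes, 555 values under other settings gave 358 that kept the call, 197 of the same direction without a call and 0 reversed, and leaving out single arrays gave 635, 216 and 0. Counts below are probes called, in the order lines after acute LDOPA, lines after chronic LDOPA, change in DRD1A, change in DRD2, interaction of line and treatment and F test, naming those over 1.5 times from 51, 9, 11, 1, 0 and 95. The methods' ANOVA and Tukey HSD gave 30 for the acute lines, 27 for the chronic lines, 9 for DRD2 and 37 for F. Neqc background correction gave 14 for the chronic lines, and no filter 5 for DRD1A. Median centring gave 7 for the acute lines, 31 for the chronic lines, 247 for DRD1A and 364 for F. The detection filter, which tests fewer probes, gave 89, 16, 22 and 3 for the pairwise comparisons in order and 175 for F. BeadChip as a block gave 14 for the acute lines, 0 for DRD2 and 55 for F. Without BeadChip 1 there were 17 for the acute lines, 0 for DRD1A and 33 for F. Only BeadChips 3 and 4 with a block gave 5, 5, 3, 7, 1 and 16. Array weights gave 21 and 27 for the acute and chronic lines, and only the 2 groups compared gave 19 for the acute lines and 0 for DRD2. The 23 arrays as separate samples gave 49 for the chronic lines, 2 for DRD2 and 205 for F, with ANOVA and Tukey HSD 87, 83, 42 and 44 for the pairwise comparisons, with Tukey HSD on the limma F probes 132, 122, 69 and 67, and with BeadChip as a block 24, 18 and 0 for the acute lines, the chronic lines and DRD2. Tukey HSD on the limma F probes with the pair averaged gave 78, 54, 28 and 23. Without the DRD2 chronic arrays 1D and 4A there were 31 for the chronic lines and 2 for the interaction, and without the DRD1A chronic arrays 2E, 3F and 4D 1 for DRD1A, 0 for DRD2 and 32 for F. Leaving out single arrays gave 22 (DRD2 acute 2F) to 93 (2C) for the acute lines, 8 (DRD1A acute 1B, 2D and 4B, DRD1A chronic 4D and DRD2 acute 2C) to 44 (DRD2 chronic 3A) for the chronic lines, 1 (DRD1A chronic 4D or 4E) to 18 (3A) for DRD1A, 0 (DRD1A acute 1F and 4B, DRD1A chronic 2E, 3D, 3F, 4C, 4D and 4E and DRD2 acute 4F) to 13 (3A) for DRD2, 0 (all arrays but DRD2 acute 2C and DRD2 chronic 1A and 3A) to 7 (3A) for the interaction and 39 (2F) to 132 (3A) for F. Of 130 pairs of a gene list and a comparison, 37 passed, and 14 with an estimated inter-gene correlation. With 23 arrays as separate samples 35 pairs passed, 34 of them among the 37. Median centring turned the direction of 6 lists. In DRD1A the long-term depression and heat shock genes, lower here (-0.055 and -0.17), had medians of 0.048 and 0.15 and did not pass, while long-term potentiation, ribosomal protein and proteasome genes, which did not pass here, were higher at 0.28, 0.35 and 0.31, and so were oxidative phosphorylation genes in the interaction, at 0.19. With median centring the mean log2 change over all probes kept was 0.081 in DRD1A and 0.077 in DRD2, against -0.0021 and 0.0033 with quantile normalization. Such a general shift is carried into the counts and list medians of these changes with median centring. Apart from this and from tests on fewer probes or samples, the cause of the differences between settings was not tested. Probes near background, such as those of RASGRP4 and DVL3, lie close to the lowest signals, which were 65.1 to 121.6 per array against medians of 122 to 165.5, and this limits what their values show.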

Differences from the paper's values

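The settings with 23 arrays as separate samples, with Tukey's HSD test on the probes of limma's F test, and without arrays 1D and 4A or without 2E, 3F and 4D were chosen after the values had been seen, and all other alternatives named here before the data were examined. The paper states slightly more probes on the array than the 45281 of the files, and slightly more kept by its filter than the 32255 kept here by the stated rule, both within the tolerance. The paper reports 207 probes of 195 genes that vary among the groups, against 95 probes of 92 genes here. Of the earlier alternatives only the detection filter, with 175 probes of 162 genes, comes within the tolerance of 1.5 times, and no other does. Of the paper's 207 probes, 94 were called here. With 23 arrays as separate samples, chosen after seeing the values, limma called 205 probes of 193 genes and dropped 15 of the paper's 207, and the methods' one-way ANOVA called 127 probes of 123 genes, all 127 among the paper's 207. The paper's numbers of genes in the pairwise comparisons are 129 between the lines after acute LDOPA against 49 here, 56 for chronic against acute LDOPA in DRD1A against 11, 80 in DRD2 against 1, and 115 between the lines after chronic LDOPA against 7. The paper gives 67 genes that differ between the lines after both treatments against 4 here, and 48 only after chronic LDOPA against 3. Of the earlier alternatives, only leaving out DRD2 acute LDOPA replicate 2C comes within the tolerance for 129, with 90 genes, only leaving out DRD2 chronic LDOPA replicate 3A for 48, with 35 genes, and none for 56, 80, 115 or 67. Tukey's HSD test on the probes that limma's F test called with 23 arrays as separate samples, chosen after seeing the values, gave 126, 66, 65 and 111 genes in the same order, 64 shared and 47 only after chronic LDOPA. It dropped 10 of the 134 probes in the paper's acute comparison, 2 of 58 in DRD1A, 22 of 82 in DRD2 and 10 of 125 in the chronic comparison. With 23 arrays as separate samples, again chosen after seeing the values, ANOVA and Tukey HSD came within the tolerance for 56, with 41 genes, for 115, with 79, and for 67, with 52, dropping 22 of the paper's 58 probes in DRD1A and 43 of its 125 in the chronic comparison, and limma did for 48, with 36 genes, dropping 80 of the 125. The main tests differ from the paper's in that arrays 1D and 4A were averaged and limma replaced ANOVA with Tukey's HSD test. A pairwise contrast here was also tested over all probes kept, at the same threshold of 0.05. For the lines after chronic LDOPA, limma called 46 genes with 23 arrays as separate samples, against 7 with the pair averaged.

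Of the log2 fold changes in the paper's supplementary tables, 149 values were counted as alike, and 3 close to 0 had the other sign. Alike does not mean equal where the averaged DRD2 chronic LDOPA arrays enter. There the correlation over the paper's probes was 0.996 between the lines after chronic LDOPA and 0.993 for the change in DRD2. CREB1 between the lines after chronic LDOPA was 0.0013 in the paper and -0.066 here, and the sign matched without BeadChip 1, with only BeadChips 3 and 4 and a block, with array weights, and without DRD1A chronic LDOPA replicate 2E or 3F or DRD2 chronic LDOPA replicate 1D or 3A. PRKX for chronic against acute LDOPA in DRD2 was -0.036 in the paper and 0.021 here, and the sign matched with the BeadChip as a block, without BeadChip 1, with only BeadChips 3 and 4 and a block, with array weights, and without DRD2 acute LDOPA replicate 3E or DRD2 chronic LDOPA replicate 1A or 4A. FARP2 between the lines after chronic LDOPA was 0.027 in the paper and -0.029 here, and the sign matched without BeadChip 1, with only BeadChips 3 and 4 and a block, without DRD1A chronic LDOPA replicate 2A, 3D, 4C or 4E, and without DRD2 chronic LDOPA replicate 1A or 4A. No other earlier alternative matched these signs.

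The paper's Figure 1 legend gives 8 mice for acute LDOPA DRD2 and 4 for chronic LDOPA DRD1A, where the labels and the paper's Supplementary Table 4 give 4 and 8. The paper calls 23 of its named genes between the lines after acute LDOPA, and 10 of them were called here, 6 with ANOVA and Tukey HSD, 14 with Tukey HSD on the limma F probes, and with 23 arrays as separate samples 11, 15 and 21 by the same tests in order. After chronic LDOPA the paper calls 19 of its named genes, of which 1, 5, 11, 6, 13 and 18 were called by the same 6 settings. In DRD1A it calls 17, of which 3, 3, 5, 3, 9 and 17 were called, and in DRD2 17, of which 1, 2, 3, 1, 10 and 14 were called. The paper states that NR4A1, GADD45G, STMN1, FOS and DUSP1 are higher in DRD1A after both treatments, while here GADD45G and DUSP1 passed after acute LDOPA and none after chronic LDOPA, all 5 having positive log2 differences in both comparisons. The paper states that chronic LDOPA raised PAK1 in direct and lowered it in indirect pathway MSNs, while here neither change passed (0.36 and -0.75), and PAK1 is not in the paper's own table for DRD1A. The paper states that CREB1 and 6 histone genes fell in both lines, while here the fall of CREB1 passed in DRD1A and not in DRD2 (-0.67), and none of the histone genes passed in either line, all having negative changes. The paper states that PRKX and CAMK4 fell in DRD1A, which had negative changes that did not pass (-0.52 and -1.07), and that HTR2A changed after chronic LDOPA, which did not pass in DRD1A (-0.58). In DRD2 the paper calls GNAO1 lower, which passed there in none of the settings (-0.51), and GUCY1A3 higher, where the probe of its table had a log2 change of 1.09 that did not pass and the brightest probe had -0.31. CCK, which the paper calls higher in DRD1A after both treatments, passed here after acute LDOPA (1.36) and not after chronic LDOPA (0.97). The paper sets CAMK4, KCNK2, SENP5 and TOMM70A apart between the lines after chronic LDOPA by qRT-PCR, which was not analysed here, and on the arrays none passed, with log2 differences of -1.42, -1.36, -0.53 and 0.43.

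Genes that the paper calls and that did not pass here were called under other settings. BeadChip as a block called PDYN between the lines after chronic LDOPA, and GNAO1 in DRD1A. BeadChip as a random block called ATP6V0A2 and PDYN between the lines after chronic LDOPA. Array weights called ATP6V0A2, PAK1, PDYN and PENK1 between the lines after chronic LDOPA. Detection filter called FOS, GNG13, GUCY1A3 and STMN1 between the lines after acute LDOPA, and PAK1, PDYN and PENK1 between the lines after chronic LDOPA, and DUSP6 in DRD1A. Median centring called ATP6V0A2, PDYN and PENK1 between the lines after chronic LDOPA, and DVL3 and GNAL in DRD1A. Neqc background correction called ATP6V0A2 between the lines after chronic LDOPA. The methods' ANOVA and Tukey HSD called MYL9 between the lines after acute LDOPA, and CCK, GADD45G, PDYN and PENK1 between the lines after chronic LDOPA, and MYL9 in DRD2. Leaving out single arrays called further genes of the paper. Without DRD1A acute LDOPA replicate 1B, COX5A and STMN1 between the lines after acute LDOPA passed. Without DRD1A acute LDOPA replicate 1C, ATP6V0A2 between the lines after chronic LDOPA passed. Without DRD1A acute LDOPA replicate 1E, FOS and NR4A1 between the lines after acute LDOPA, and PDYN and PENK1 between the lines after chronic LDOPA, and DUSP6 in DRD1A passed. Without DRD1A acute LDOPA replicate 3B, GNAL between the lines after acute LDOPA, and ATP6V0A2 between the lines after chronic LDOPA, and DVL3 in DRD1A passed. Without DRD1A chronic LDOPA replicate 2E, PAK1 between the lines after chronic LDOPA passed. Without DRD1A chronic LDOPA replicate 3C, STMN1 between the lines after acute LDOPA, and PENK1 between the lines after chronic LDOPA passed. Without DRD1A chronic LDOPA replicate 3D, DVL3 in DRD1A passed. Without DRD1A chronic LDOPA replicate 4C, GUCY1A3 between the lines after acute LDOPA, and PENK1 between the lines after chronic LDOPA passed. Without DRD2 acute LDOPA replicate 2C, GUCY1A3 and ITGA9 between the lines after acute LDOPA passed. Without DRD2 acute LDOPA replicate 2F, GNG13 between the lines after acute LDOPA, and PDYN between the lines after chronic LDOPA passed. Without DRD2 acute LDOPA replicate 3E, ATP6V0A2 and PENK1 between the lines after chronic LDOPA passed. Without DRD2 acute LDOPA replicate 4F, ATP6V0A2 and PDYN between the lines after chronic LDOPA passed. Without DRD2 chronic LDOPA replicate 1A, STMN1 between the lines after acute LDOPA, and PDYN between the lines after chronic LDOPA passed. Without DRD2 chronic LDOPA replicate 1D, STMN1 between the lines after acute LDOPA, and ATP6V0A2 and PDYN between the lines after chronic LDOPA passed. Without DRD2 chronic LDOPA replicate 3A, STMN1 between the lines after acute LDOPA, and ATP6V0A2 between the lines after chronic LDOPA passed. Without DRD2 chronic LDOPA replicate 4A, ATP6V0A2, PDYN and PENK1 between the lines after chronic LDOPA passed. The remaining settings were chosen after the values had been seen. The setting of 23 arrays as separate samples called STMN1 between the lines after acute LDOPA, and ATP6V0A2, KCNK2, PAK1, PDYN and PENK1 between the lines after chronic LDOPA. The setting of 23 arrays as separate samples with ANOVA and Tukey HSD called GNG13, GUCY1A3, ITGA9, MYL9, NDUFA3 and STMN1 between the lines after acute LDOPA, and ATP6V0A2, CCK, DUSP1, GADD45G, GNG13, GUCY1A3, NDUFA3, PAK1, PDYN, PENK1, RASGRP2 and STMN1 between the lines after chronic LDOPA, and DVL3, GNAO1, HIST1H3D, HIST1H3E, HIST1H3H and HIST2H3B in DRD1A, and ATP6V0A2, CREB1, HIST1H3D, HIST1H3E, HIST1H3H, HIST2H3B, MYL9, PAK1 and PDE1A in DRD2. The setting of 23 arrays as separate samples with BeadChip as a block called ATP6V0A2, PAK1, PDYN and PENK1 between the lines after chronic LDOPA, and GNAO1 in DRD1A. The setting of 23 arrays as separate samples with Tukey HSD on the limma F probes called DUSP6, FOS, GNAL, GNG13, GUCY1A3, ITGA9, MYL9, NDUFA3, NR4A1, PRKX and STMN1 between the lines after acute LDOPA, and ATP6V0A2, CAMK4, CCK, DUSP1, FOS, GADD45G, GNG13, GUCY1A3, HTR2A, KCNK2, NDUFA3, NR4A1, PAK1, PDYN, PENK1, RASGRP2 and STMN1 between the lines after chronic LDOPA, and CAMK4, DUSP6, DVL3, GNAL, GNAO1, HIST1H3D, HIST1H3E, HIST1H3H, HIST1H4D, HIST2H3B, HIST2H3C1, HTR2A, PRKX and SENP5 in DRD1A, and ATP6V0A2, CREB1, FARP2, HIST1H3D, HIST1H3E, HIST1H3H, HIST1H4D, HIST2H3B, HIST2H3C1, KCNK2, MYL9, PAK1 and PDE1A in DRD2. The setting of Tukey HSD on the limma F probes called COX5A, GNG13, MYL9, NDUFA3 and STMN1 between the lines after acute LDOPA, and CCK, COX5A, DUSP1, GADD45G, GNG13, NDUFA3, PDYN, PENK1, RASGRP2 and STMN1 between the lines after chronic LDOPA, and DVL3 and GNAO1 in DRD1A, and MYL9 and PDE1A in DRD2. Without the DRD1A chronic arrays 2E, 3F and 4D, PAK1 between the lines after chronic LDOPA passed. Without the DRD2 chronic arrays 1D and 4A, PDYN between the lines after chronic LDOPA passed.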

Other observations

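The lists of mitochondrially encoded transcripts and of S-phase and mitosis genes were added after the data had been seen. Genes shared by all MSNs were lower in the DRD1A than in the DRD2 samples. The list test does not tell a difference within MSNs from a different share of MSN RNA in the samples. Of 12 pan-MSN genes, 12 had a negative log2 difference after acute LDOPA, none passed over all probes and 7 were lower when adjusted over the list alone, among them RASD2 (-0.91), the phosphodiesterase PDE10A (-0.88) and GNAL (-0.67). After chronic LDOPA 2 were lower when adjusted over the list alone, among them the transcription factor FOXP1 (-1.31), and the list's call ended with median centring (adjusted p = 0.204, range over all alternatives 1.13e-07 to 0.204). Between chronic and acute LDOPA in DRD1A the pan-MSN genes had a median of 0.24 (adjusted p = 0.00753, but adjusted p = 0.202 with an estimated correlation), with GNAL (0.54) and the G protein subunit GNG7 (0.49) higher when adjusted over the list alone. Other GNAL probes went the other way, as given above. Of 65 cytosolic ribosomal protein genes, 55 had a positive difference in DRD1A after acute LDOPA and 4 were higher when adjusted over the list alone, RPL39 (0.79), RPS14 (0.61), RPS29 (0.54) and RPL32 (0.41), while after chronic LDOPA the median was 0.028 (adjusted p = 0.472). In DRD2 the median of these genes between chronic and acute LDOPA was 0.25 (adjusted p = 1.98e-08, but adjusted p = 0.0618 with an estimated correlation). Of 78 nuclear genes of oxidative phosphorylation, 3 were higher in DRD1A after acute LDOPA and 3 after chronic LDOPA when adjusted over the list alone, with medians of 0.18 (adjusted p = 2.43e-07, but adjusted p = 0.113 with an estimated correlation) and 0.15 (adjusted p = 0.000101, but adjusted p = 0.258 with an estimated correlation), and in DRD2 a median change of 0.062 (adjusted p = 0.0345, but adjusted p = 0.587 with an estimated correlation). Of 37 proteasome genes, 2 were higher in DRD1A after acute LDOPA when adjusted over the list alone (median 0.11, adjusted p = 0.00510, but adjusted p = 0.216 with an estimated correlation).

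Mitochondrially encoded transcripts, which are not translated on cytosolic ribosomes, were lower in DRD1A than in DRD2 EGFP-L10a expressing MSNs after acute LDOPA, 19 of 20 when adjusted over the list alone (median -1.65, adjusted p = 2.77e-16, but adjusted p = 0.144 with an estimated correlation), and none passed over all probes. After chronic LDOPA their median was -1.06 (adjusted p = 4.71e-10, but adjusted p = 0.299 with an estimated correlation). Of 12 oligodendrocyte markers, 1 was lower in DRD1A after chronic LDOPA when adjusted over the list alone, UGT8A (-1.05), and the medians were -0.42 after acute LDOPA (adjusted p = 0.00680, but adjusted p = 0.335 with an estimated correlation) and -0.49 after chronic LDOPA (adjusted p = 2.83e-05, but adjusted p = 0.113 with an estimated correlation). Medians between the lines after chronic LDOPA were -0.082 for 9 microglia markers (adjusted p = 0.0253, but adjusted p = 0.0876 with an estimated correlation), -0.077 for 11 astrocyte markers (adjusted p = 0.540), 0.018 for 5 endothelial markers (adjusted p = 0.802) and 0.16 for cortical excitatory neuron markers (adjusted p = 0.285), and none of these genes passed. Of 36 genes of histones H1 and H2, 2 rose in DRD1A after chronic LDOPA, HIST1H1C and HIST1H2BC, and 7 were lower when adjusted over the list alone, with a median of -0.19 (adjusted p = 0.0118, but adjusted p = 0.335 with an estimated correlation), and in DRD2 the median was -0.19 (adjusted p = 0.00680, but adjusted p = 0.294 with an estimated correlation). Of 10 heat shock genes, 2 were lower in DRD1A after chronic LDOPA when adjusted over the list alone, the chaperones DNAJB1 (-0.83) and HSP90AA1 (-0.42), with a median of -0.17 (adjusted p = 0.00786, but adjusted p = 0.113 with an estimated correlation). Of 34 genes of dopamine and cAMP signalling, 2 were higher and 2 lower in DRD1A after acute LDOPA, and 3 higher and 7 lower when adjusted over the list alone (median -0.12, adjusted p = 0.0963), and after chronic LDOPA the median was -0.086 (adjusted p = 0.0348, but adjusted p = 0.241 with an estimated correlation). H3 and H4 histone genes had medians between the lines of 0.55 after acute LDOPA (adjusted p = 1.72e-10, but adjusted p = 0.109 with an estimated correlation) and 0.30 after chronic LDOPA (adjusted p = 0.00680, but adjusted p = 0.581 with an estimated correlation). For 19 S-phase and mitosis genes the medians of the change from acute to chronic LDOPA were -0.020 in DRD1A (adjusted p = 0.718) and 0.019 in DRD2 (adjusted p = 0.861). The 3 sex-linked genes had a median change in DRD2 of 0.33 (adjusted p = 0.0125, but adjusted p = 0.103 with an estimated correlation).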
